# A dual approach to evaluate the performance of RNA-Seq data analysis pipelines with weak signals

**DOI:** 10.1093/bioadv/vbag134

**Published:** 2026-05-09

**Authors:** Malek Baroudi, Fadoum Ousmane Ly, Elen Goujon, Chrystelle Ibanez, Léo Macé, Habib Zouali, Olivier Armant, Stéphane Grison, Mohamedamine Benadjaoud, Imène Garali

## Abstract

**Purpose:**

In this study, we evaluated 90 bioinformatics pipelines using RNA-Seq datasets from Rats, Zebrafish and Mice. The analysis was conducted in the context of weak signals, including exposure to metallic particles (tungsten), low-dose radiation or medical treatment. RNA-Seq data analysis involves several critical steps, from quality control to differential expression analysis, each offering multiple algorithmic options. Selecting the optimal pipeline is particularly challenging in complex scenarios with weak signals.

We applied a dual strategy based on two complementary approaches to rank and evaluate the performance of these pipelines. The first approach, a widely used method, is based on the correlation between RNA-Seq and qRT-PCR expression data to ensure the direct validation of RNA-Seq results. The second approach leverages machine learning classifiers to rank the pipelines based on their ability to distinguish between exposure groups. This dual strategy was designed to identify the most reliable pipelines capable of providing accurate biological insights, with the top-performing pipeline highlighting key biological processes linked to a weak signal.

**Results:**

Our results highlight the crucial role of pipeline selection in RNA-Seq studies, as it influences both analysis efficiency and biological insights. While our findings are particularly relevant for studies with weak RNA-Seq signals, the ranking methods we employed can be applied in other fields to identify the most appropriate pipeline for generating biologically meaningful data. We provide practical recommendations for bioinformaticians to select robust pipelines, ensuring reliable and insightful outcomes across various research contexts, including environmental exposures.

**Conclusions:**

RNA-Seq pipelines that are effective for strong signals may fail with weak signals or noisy RNA-seq data. Our classifier-based ranking approach is still particularly useful, even when the sequencing depth is lower. Pipelines' sensitivity has a greater impact on counting and normalization than on trimming and mapping. StringTie should be prioritized as a counting method for data with weak signals.

## 1 Introduction

High-throughput sequencing has become increasingly accessible, enabling extensive gene expression analyses across large sets of biological samples at competitive costs (Muir *et al.* 2016), certain research contexts—especially those focusing on subtle biological effects, such as low-dose exposure to pollutants, radiation, or dietary imbalances—require a nuanced approach (Chung *et al.* 2021). In these cases, qRT-PCR (quantitative Reverse Transcription Polymerase Chain Reaction), with its high sensitivity for targeted gene analysis, is often preferred for detecting small but significant expression changes in specific genes (SEQC/MAQC-III Consortium 2014). However, this method is limited by the number of genes it can analyze simultaneously. In contrast, RNA sequencing (RNA-Seq) overcomes these limitations by enabling the sequencing of the entire transcriptome, making it ideal for gene expression profiling analyses that can reveal variation in gene expression between different samples (Muir *et al.* 2016).

Nevertheless, RNA-Seq also has its limitations, especially in studies involving subtle gene expression changes (Rehrauer *et al.* 2013). In such cases, low-coverage reads, though cost-effective, may lack the sensitivity required to detect small variations, making them unsuitable for capturing these weak signals. When high-coverage sequencing is not feasible, optimizing data processing becomes essential to extract relevant signals from biological background noise (Simoneau *et al.* 2021). This optimization enhances the detection of gene expression variation between samples, and helps identify differences between affected and unaffected samples.

Traditionally, RNA-Seq analysis has relied on a variety of bioinformatics tools and pipelines. The rapid development of numerous algorithms for different stages of RNA-Seq analysis—such as read trimming, alignment, read counting, and normalization—has led to a lack of consensus on optimal practices (Conesa *et al.* 2016). Several studies have demonstrated the impact of method choice on RNA-Seq results, underscoring the importance of selecting suitable tools at each step. For example, Nookaew *et al.* (2012) compared various workflows for differential gene expression analysis, while Seyednasrollah *et al.* (2015) evaluated multiple software packages to identify reliable methods. These studies highlight the critical need for careful tool selection to ensure accuracy in results, particularly in complex contexts like low-dose research.

In the face of the complex methodological challenges outlined above, our approach is based on a rigorous strategy to optimize analysis sensitivity based on well-established bioinformatics pipelines. Throughout this work, we refer to a comprehensive study by Corchete *et al.* (2020) that provides a comparative assessment of pipelines for gene expression quantification, offering a detailed ranking based on key metrics derived from genomic data analyses.

On this basis, our study follows a structured approach across several phases. First, we conduct a detailed comparative analysis between the pipeline rankings used on our own data and those outlined in the reference study, applying consistent evaluation criteria for robust comparison.

In the second phase, we extend our analytical framework by integrating additional metrics, allowing a complementary ranking of the pipelines. This step involves the use of advanced classification algorithms, such as Random Forest (RF) and Support Vector Machine (SVM), known for their effectiveness in discriminating complex data patterns. The resulting rankings are then contextualized alongside previous analyses, offering a multifaceted evaluation of the pipelines.

Finally, to assess the biological relevance of these rankings, we perform a functional enrichment analysis. This step evaluates the coherence of our findings with biological significance, ensuring that the highest-ranking pipelines reveal insights consistent with existing literature. Studies like those by Mubeen *et al.* (2022) on gene enrichment analysis have been instrumental in shaping this aspect of our approach. To evaluate the robustness and generalizability of our approach, we reapplied the pipeline comparison on two independent RNA-Seq datasets. The first dataset was obtained based on previous work in our laboratory using Rat models, and the second dataset was obtained from published data using Zebrafish (*Danio rerio*) models.

## 2 Dataset description

### 2.1 Rat model

In our study, the data were obtained from an in vivo experiment conducted on an adult male Sprague-Dawley rat model. Subjects were exposed via inhalation of a particulate aerosol at different doses (low and high) of an environmental chemical pollutant (tungsten) to assess its biological effects on the brain. This project is the subject of an experimental study in our laboratory. The animal ethics committee approved the study protocol, which has been published. More details are available in Macé *et al.* (2024). A dataset comprising 24 subjects, divided into three groups of 8 samples (control, low dose, and high dose), was generated from biopsy extracts by RNA-Seq and qRT-PCR 24 hours post-exposure to tungsten.

### 2.2 Zebrafish model

Murat El Houdigui *et al.* (2019), investigates the molecular effects of chronic ionizing radiation exposure in Zebrafish. RNA-Seq measurements were performed at 24 hours post-fertilisation (hpf) larvae stage and after exposure at three different dose rates of gamma radiation ranging from 0.5 mGy/h to 50mGy/h. We have a total of 26 subjects, divided into four groups (11 controls, 9 exposed to 0.5 mGy/h, 3 exposed to 5 mGy/h, and 3 exposed to 50 mGy/h).

### 2.3 Mice model

Zhao *et al.* (2018), performed RNA-sequencing on the prefrontal cortex of MK-801-exposed male Mice in order to analyze gene expression and co-expression patterns related to schizophrenia and to identify mechanisms that underlie the molecular etiology of this disorder. Prefrontal cortex mRNA profiles of three saline control Mice and six MK801-exposed Mice were generated by RNA-seq, using Illumina X-10.

Further details about these data can be found at Supplementary Material Section 1.

## 3 Methods

### 3.1 RNA-Seq data analysis

Our work is distinguished by a comprehensive evaluation of 90 pipelines, derived from a carefully curated combination of three trimming methods, three aligners, four counting techniques, and six normalization approaches as illustrated in Fig. 1. These pipelines are genome alignment-based and correspond to those presented in the reference study by Corchete *et al.* (2020), enabling a robust comparative analysis. Each component was meticulously selected based on its validation and prominence within the scientific community, as reflected in its citation frequency in recent literature. Additionally, the relevance and effectiveness of these methods are supported by studies such as Jiang *et al.* (2024), which systematically evaluates various combinations of trimming, mapping, and counting tools, and Liu *et al.* (2022), which highlights the importance of tool selection across multiple RNA-Seq datasets. Details about our pipeline combinations can be found in Supplementary Material Sections 2 and 5.

**Figure 1:**
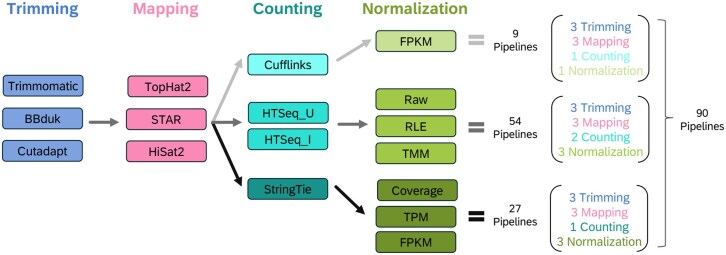
RNA-Seq analysis workflows: combinatorial exploration of algorithms and methods for trimming, mapping, counting, and normalization. Hues of one color indicate groups of algorithms for each step, and arrows indicate possible combinations of methods across steps. In particular, not all normalization methods are compatible with all counting algorithms. Each arrow represents a multiplied combination, resulting in a total of 90 pipelines.

### 3.2 Pipeline assessment based on precision and accuracy analysis

In our context, which focuses on low-dose exposure data, it is essential to evaluate whether the top-performing pipelines for oncological datasets are also optimal for our data, which pertain to a different thematic area. This approach allows us to assess if the ranking of Corchete *et al.* (2020) needs to be adapted to our specific case. Moreover, recent studies, such as that by Alonso-Peña *et al.* (2022), have cited Corchete *et al.*’s work as a reference and have used their top-ranked algorithms to select specific methods for different steps of the analysis pipeline, highlighting the influence of this benchmark across various research domains. In their benchmark study, Corchete *et al.* (2020) conducted a comprehensive comparative assessment of pipelines for gene expression quantification, providing a detailed ranking based on key metrics derived from oncological data analyses. For our first ranking metric, we used the two metrics directly drawn from this work based on *precision* and *accuracy* analyses. Briefly, a lower rank precision index indicates better pipeline stability, meaning lower variability of obtained results while a lower accuracy rank index indicates better pipeline consistency with the reference method qRT-PCR.

The best pipelines were determined by considering the sum of rankings from both precision and accuracy metrics. Each value was weighted equally, ensuring that the selected pipelines excel in both metrics. The lower this sum, the better the pipeline’s performance. This Precision-Accuracy procedure is graphically illustrated in the top pannels of Fig. 2. Details can be found in Corchete *et al.* study (Corchete *et al.* 2020) and Supplementary Material Section 3.

**Figure 2:**
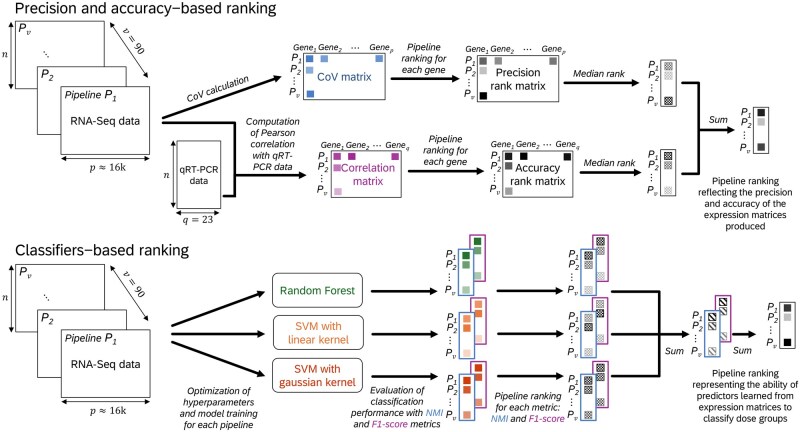
Benchmark procedure for the evaluation of RNA-Seq pipelines: (top) Precision and accuracy-based ranking, (bottom) Classifiers-based ranking (SVM = Support Vector Machine, NMI = Normalized Mutual Information).

### 3.3 Pipeline assessment based on classification performance

In this section, we propose a new ranking metric based on classifiers to evaluate the 90 bioinformatics pipelines. Each pipeline generated a data matrix, where columns represent genes (features), and rows represent samples from distinct experimental conditions. The goal was to determine how well each pipeline could correctly classify samples according to these conditions. The strategies chosen for classification are described in details in Supplementary Material Section 4. To summarize, Random forests (RF) and Support Vector Machines (SVM) classifiers were used to discriminate the experimental conditions of each dataset (Rat, Zebrafish and Mice) using each pipeline’s data matrix. Three metrics were used to assess the performance of these classifications: the Normalized Mutual Information (NMI), the F1-Score and the the effect size of differential gene expression (DGE). The classifier ranking was firstly established separatly for NMI and the F1-score for each classifier by assigning rank 1 to the one with the highest metric value. The sum of NMI and F1-Score rank metrics was then used as fair weighting of classifier performance. Where the merging of rankings resulted in ties, an additional ranking step was added based on the DGE to break the ties. We only considered the ranking based on the number of DGE when two or more pipelines had the same rank. Indeed, using the number of DGE as as a principal ranking criterion has certain limitations especially after p-value correction: the number of significant genes is sometimes insufficient for weak signals, or even zero. However, incorporating the DGE criterion makes possible to distinguish between pipelines that are ranked as tied by classifiers (see Table 4). This rigorous and balanced evaluation strategy ensure that the selected pipelines are distinguished by their stability across the different classifiers.

**Table 1:** Top ranked pipelines based on precision and accuracy metrics, applied to the Macé *et al.* (2024) dataset.

Corchete *et al.* ranking	Trimming	Mapping	Counting	Normalization	Precision	Accuracy	Sum	Rank
**96 (53)**	Bbduk	TopHat2	StringTie	TPM	15,5	25	40,5	1
**185 (85)**	Cutadapt	TopHat2	StringTie	Coverage	23	19	42	2
**101 (56)**	Cutadapt	TopHat2	StringTie	TPM	16,5	26	42,5	3
**103 (58)**	Cutadapt	TopHat2	StringTie	FPKM	10,5	33	43,5	4
**135 (67)**	Trimmomatic	TopHat2	StringTie	Coverage	25,5	19	44,5	5
**140 (68)**	Bbduk	TopHat2	StringTie	Coverage	26	19	45	6
**105 (59)**	Bbduk	TopHat2	StringTie	FPKM	12	33	45	7
**99 (55)**	Trimmomatic	TopHat2	StringTie	FPKM	14	33	47	8
**150 (71)**	Bbduk	STAR	StringTie	Coverage	20	28	48	9
**60 (39)**	Cutadapt	STAR	StringTie	TPM	15	33	48	10

The ranking extracted from Corchete *et al.* (2020) is presented both in relation to the 192 pipelines tested in said study and, in parenthesis, in relation to the 90 pipelines tested in the present study.

**Table 2:** Top-ranked pipelines based on F1 classification performance and NMI similarity metric, applied to the Macé *et al.* (2024) dataset.

Corchete *et al.* ranking	Trimming	Mapping	Counting	Normalization	Rank F1	Rank NMI	Sum	Rank DGE	Rank
**135 (67)**	Trimmomatic	TopHat2	StringTie	Coverage	7	1	8	63	1
**26 (20)**	BBduk	STAR	StringTie	FPKM	12	4	16	75	2
**105 (59)**	BBduk	TopHat2	StringTie	FPKM	8	8	16	77	3
**185 (85)**	Cutadapt	TopHat2	StringTie	Coverage	1	15	16	81	4
**103 (58)**	Cutadapt	TopHat2	StringTie	FPKM	5	12	17	38	5
**20 (14)**	BBduck	STAR	StringTie	TPM	4	14	18	33	6
**153 (74)**	Trimmomatic	STAR	StringTie	Coverage	13	5	18	33	7
**150 (71)**	BBduck	STAR	StringTie	Coverage	17	9	26	45	8
**186 (86)**	Cutadapt	STAR	StringTie	Coverage	20	6	26	60	9
**111 (64)**	Cutadapt	HiSat2	StringTie	FPKM	6	21	27	53	10

RF = Random Forests, SVM.L = Support Vector Machine with Linear kernel, SVM.G = Support Vector Machine with Gaussian kernel. The ranking reported by Corchete *et al.* (2020) is shown both relative to the 192 pipelines evaluated in their study and, in parentheses, relative to the 90 pipelines assessed in the present analysis.

**Table 3:** Top-ranked pipelines based on F1 classification performance and NMI similarity metric, applied to the independent Murat El Houdigui *et al.* (2019) dataset.

Corchete *et al.* ranking	Trimming	Mapping	Counting	Normalization	Rank F1	Rank NMI	Sum	Rank DGE	Rank
**106 (61)**	BBduk	HiSat2	StringTie	FPKM	1	1	2	25	1
**112 (65)**	Trimmomatic	HiSat2	StringTie	TPM	2	2	4	58	2
**25 (19)**	Trimmomatic	STAR	StringTie	FPKM	3	3	6	72	3
**35 (26)**	Trimmomatic	STAR	StringTie	TPM	4	4	8	86	4
**13 (11)**	Trimmomatic	TopHat2	HTSeq_U	TMM	5	5	10	31	5
**98 (54)**	Trimmomatic	TopHat2	StringTie	TPM	6	6	12	6	6
**107 (62)**	Trimmomatic	HiSat2	StringTie	FPKM	11	7	18	50	7
**66 (43)**	Trimmomatic	TopHat2	HTSeq_IN	RLE	12	8	20	16	8
**99 (55)**	Trimmomatic	TopHat2	StringTie	FPKM	13	9	22	71	9
**11(10)**	Trimmomatic	HiSat2	HTSeq_U	TMM	19	12	31	30	10

RF = Random Forests, SVM.L = Support Vector Machine with Linear kernel, SVM.G = Support Vector Machine with Gaussian kernel. For comparison, the ranking reported by Corchete *et al.* (2020) is shown both relative to the 192 pipelines evaluated in their study and, in parentheses, relative to the 90 pipelines assessed in the present analysis.

**Table 4:** Top-ranked pipelines based on F1 classification performance and NMI similarity metric, applied to the independent Zhao *et al.* (2018) dataset.

Corchete *et al.* ranking	Trimming	Mapping	Counting	Normalization	Rank F1	Rank NMI	Sum	Rank DGE	Rank
**186 (86)**	Cutadapt	STAR	StringTie	Coverage	1	1	2	10	1
**82 (49)**	BBduk	TopHat2	Cufflinks	FPKM	2	2	4	4	2
**37 (25)**	BBduk	HiSat2	HTSeq_U	RLE	2	2	4	6	3
**13 (11)**	Trimmomatic	TopHat2	HTSeq_U	TMM	2	2	4	8	4
**40 (29)**	Cutadapt	STAR	HTSeq_IN	RLE	2	2	4	12	5
**39 (28)**	Cutadapt	STAR	HTSeq_IN	TMM	2	2	4	12	6
**103 (58)**	Cutadapt	TopHat2	StringTie	FPKM	3	3	6	8	7
**105 (59)**	BBduk	TopHat2	StringTie	FPKM	3	3	6	11	8
**66 (43)**	Trimmomatic	TopHat2	HTSeq_IN	RLE	3	3	6	13	9
**150 (71)**	BBduk	STAR	StringTie	Coverage	3	5	8	9	10

RF = Random Forests, SVM.L = Support Vector Machine with Linear kernel, SVM.G = Support Vector Machine with Gaussian kernel. For comparison, the ranking reported by Corchete *et al.* (2020) is shown both relative to the 192 pipelines evaluated in their study and, in parentheses, relative to the 90 pipelines assessed in the present analysis.

## 4 Results

### 4.1 Dual approach to evaluating the performance of the transcriptomic dataset from rats model

#### 4.1.1 Precision and accuracy for the evaluated pipelines

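Frontal cortex RNA of 24 adult male Sprague-Dawley rats was sequenced 24 h after inhalation of tungsten particles, with 8 rats in each of the Control, Low and High groups. The sample labels give an aerosol concentration of 5 mg/m3 for Low and 80 mg/m3 for High. For each rat the authors deposited the gene table of StringTie, a program that assembles aligned reads into transcripts. The table gives the coverage of each gene, which is its mean read depth per base, with its FPKM and TPM. The paper states that the deposited matrix comes from its best pipeline, without naming the ranking meant. The genome build and the versions of the tools are not given in the sources used here, so positions are those of the tables. All 24 tables list the same 32883 reference genes. The Control tables also list 46334 to 159573 loci assembled from the reads of each rat (median 50987.5, n = 8), and the High tables list 50235 to 64010 (median 55222, n = 8). The Low tables list 0 assembled loci. Read counts are not in the tables, so counting error is not known. The number of sequenced bases was taken from the ratio of coverage to FPKM. It was 5.05 to 7.86 gigabases in Control (median 5.54), 3.34 to 6.42 gigabases in Low (median 3.63) and 4.95 to 7.65 gigabases in High (median 6.52). It is not known whether this number counts the same reads in tables without assembled loci, so the groups were not compared on it. In units of 1000000, coverage summed over the reference genes had a median of 1.95 in Control, 1.81 in Low and 2.28 in High. For tests between groups, coverage was divided by this sum and multiplied by 1000000. The 15644 genes with a mean of at least 1 on that scale were tested with limma on log2(value + 1), a scale that understates the change of low genes.

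**Figure D1:**
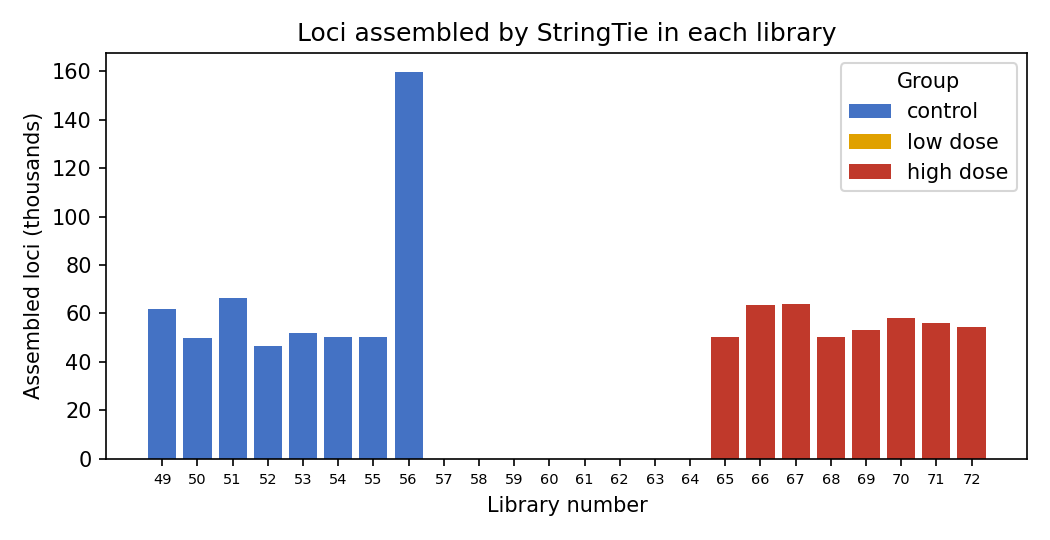
Number of loci assembled by StringTie for each of the 24 libraries, coloured by group. The 8 Low libraries, numbered 57 to 64, have 0, and Control library 56 has 159573.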

Table 1 shows the top 10 bioinformatics pipelines identified from our RNA-Seq and qRT-PCR data analysis. The performance of the RNA-Seq pipelines was assessed using accuracy and precision criteria on 23 genes (*P *= 23) evaluated across eight control samples from the frontal cortex (FC) (*n *= 8), see Table S5. This ranking was based on two key metrics: accuracy and precision. It is important to recall that among the 90 bioinformatics pipelines tested, we evaluated four different counting algorithms (see Fig. 1). 

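Precision and accuracy were recomputed from coverage as deposited in the 8 Control rats. The coefficient of variation, the median absolute deviation divided by the median, had a median of 0.119 over 22 genes (jackknife standard error 0.0263, n = 8 rats). It ranged from 0.0504 for Neurod1 to 1 for Il6, which was listed at 0 in 4 of the 8 rats. Wnt3a was listed at 0 in all 8 rats and has no value. Mean coverage was under 1 for 5 of the 23 genes. Over the 20932 genes with a median above 0, the median coefficient was 0.146. For the 22 genes with the FPKM column, the median was 0.0905, the alternative that moved it most. Correlations with the qRT-PCR values of Supp Table 7 were computed for 22 genes, without Wnt3a, whose qRT-PCR values fall into separate clusters. Pearson's r had a median of 0.0683 (jackknife standard error 0.204), with 12 genes positive and 10 negative. This median was -0.0511 without Control replicate 49 and -0.0842 without Control replicate 55. It was -0.0210 with the TPM column and -0.0120 with Spearman's rho. The highest r was 0.692 for Ccl5 (exact permutation test, two-sided, p = 0.0568, adjusted p = 0.624, n = 8). Its rho was 0.786 (exact permutation test, p = 0.0279, adjusted p = 0.614), and r was 0.124 without the 2 rats whose coverage was farthest from the median. After Benjamini-Hochberg adjustment over the 22 genes, 0 genes passed 0.05 with either coefficient, against 1 gene each before adjustment. With Pearson's r, that gene was not Ccl5, and its r was negative and larger in size than 0.692. If a higher qRT-PCR value means less mRNA, agreement gives a negative r, and the r of Ccl5 lies in the opposite direction. Across genes rather than rats, mean log2(coverage + 1) and mean qRT-PCR value had r = -0.780 and rho = -0.792 (permutation test of r, p = 3e-05, 22 genes), where genes are not independent replicates.

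**Figure D2:**
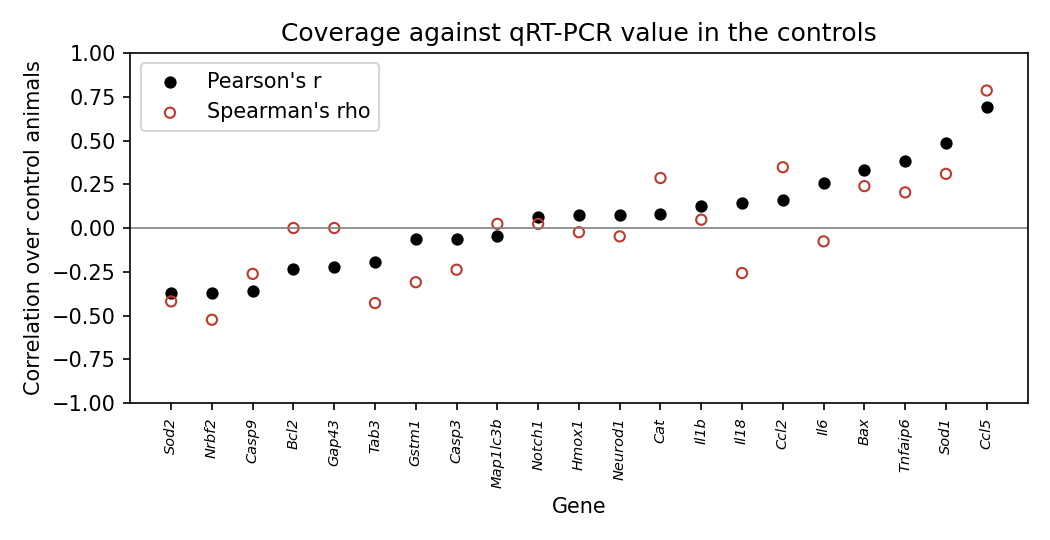
Correlation between coverage and qRT-PCR value over the Control rats for each of 21 genes, with Pearson's r as filled points and Spearman's rho as open points. The highest Pearson's r is 0.692 for Ccl5, and 9 of the genes shown lie below 0.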

Notably, StringTie was consistently present in the top 10 identified pipelines. This means StringTie demonstrated superior efficiency in these configurations, regardless of the other pipeline parameters. This outcome was not pre-conceived but emerged naturally from our rigorous testing, indicating that StringTie plays a key role in achieving high performance according to both precision and accuracy metrics evaluated in this study.

#### 4.1.2 Classification performance for the evaluated pipelines

Table 2 presents the ranking of the top 10 bioinformatics pipelines based on classification accuracy, measured using the NMI and F1 score metrics. More details can be found in Supplementary Material Section 6. Note firstly that the StringTie counting method is the common element among all the top 10 pipelines in this analysis. 

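Classification was recomputed by leaving out each rat in turn, on the 16000 reference genes with the highest variance of coverage as deposited. The random forest reached a macro-averaged F1 score of 0.658 (jackknife standard error 0.0955, n = 24 rats) and an NMI of 0.490 (standard error 0.116). The standard errors of the classifiers leave out finished calls without refitting, so they omit variation from training. The random forest was not the only classifier run. The random forest called all 8 Low rats Low, and called 4 of 8 Control and 4 of 8 High rats correctly. The linear SVM had an F1 score of 0.756 (standard error 0.0883) and an NMI of 0.504 (standard error 0.137). It called 7 Low, 6 Control and 5 High rats correctly. The Gaussian SVM had an F1 score of 0.420 (standard error 0.108) and an NMI of 0.139 (standard error 0.0921), with 4 Low, 4 Control and 2 High rats called correctly. With the FPKM column, the NMI of the Gaussian SVM was 0.883, the furthest any value moved under the alternatives. The Low rats are also the only rats whose tables lack assembled loci, so these calls do not separate the exposure from the kind of table. On simulated values with no difference between groups, the random forest, Gaussian SVM and linear SVM called 1, 0 and 2 of 24 rats correctly. This is fewer than random calls among the 3 groups would give, so leaving out each rat can push calls below random. No chance level was set for the counts above.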

Once again, this highlights the effectiveness of StringTie as a key component for achieving high performance, whether in terms of correlation with qRT-PCR data or classification performance. To better understand and compare the results of the 90 pipelines tested, it is essential to visualize the rankings as a whole. With this in mind, we developed the heatmap shown in Fig. 3. This graphic aims to unify the results of the two rankings we performed with those from the reference article. The visual analysis of the heatmap reveals a striking contrast: the top-ranked pipelines in the reference article often rank among the lowest in our ranking, while those we identified as the best ones rank among the worst in the reference article (Corchete *et al.* 2020). It is also worth noting that the two ranking methods we used—one based on correlation and variability metrics, and the other on classification performance—show relatively consistent results. A key observation is the near-complete opposition in rankings between the two studies. This striking contrast underscores the impact of dataset-specific factors, highlighting the need to adapt pipeline evaluations to the context of the study. These differences emphasize the specific challenges associated with radiation protection data compared to other fields, such as oncology.

**Figure 3:**
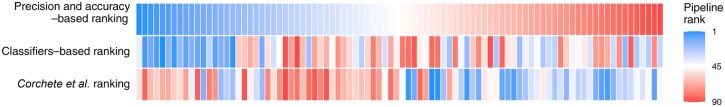
Comparison of bioinformatic pipeline performances on the rat transcriptomic datasets across three ranking strategies: (i) a classifier-based ranking combining NMI and F1 score metrics, (ii) a precision and accuracy–based ranking, and (iii) the ranking reported by Corchete *et al*. (2020). Ranks are represented as a heatmap (blue = high-performing pipelines). Pipeline names are omitted on the x-axis to prevent visual clutter.

### 4.2 Validation of pipeline robustness

Firstly, we investigated the biological pathways enriched in the expression matrix produced by each pipeline to determine which ranking is relevant in our context. This will be discussed in detail in the next section, where we will evaluate not only the pipelines’ performance from a statistical perspective but also their ability to produce biologically meaningful and reliable results. This step is crucial for deciding between the different ranking approaches and identifying the pipelines that offer optimal statistical performance and biological relevance within our study. For the second trial, our aim was to reproduce Stringie’s impact using a comparable database where the signal was weaker, but with greater depth. This decision was motivated by our earlier finding that Stringie was the most relevant counting method in both classification approaches, as well as by published work emphasising its reliability in cases of a weak signal (Liu *et al.* 2022).

#### 4.2.1 Functional enrichment evaluation

##### 4.2.1.1 Multivariate statistical analysis

To evaluate the relevance of the pipelines in separating biological classes, we retained the top-ranked pipelines of the three different approaches: the ranking based on precision and accuracy metrics, the ranking based on supervised classifier performance and the ranking from the reference paper (Corchete *et al.* 2020). To visualize each pipeline’s ability to discriminate between the different conditions (Control, High, Low), we performed a Sparse Partial Least Squares Discriminant Analysis (sPLS-DA) for each pipeline’s count data matrix. sPLS-DA was used initially to observe the global group separation achieved by each pipeline and to better understand the specific genes that contribute the most to the separation of biological conditions. The sparsity-driven approach in sPLS-DA focuses on a subset of relevant genes while reducing noise and the inherent complexity of high-dimensional RNA-Seq data. The application of sparsity requires that most gene coefficients are set to zero, leaving only the most influential genes for constructing discriminant models, simplifying the interpretation and focusing the analysis on the most significant genes (Lê Cao *et al.* 2011). We implemented sPLS-DA using the mixOmics package in R (Rohart *et al.* 2017). The model was constructed by selecting a fixed number of genes per component, thereby defining a subset of genes that maximizes separation between conditions. The model was evaluated using repeated cross-validation (1000 repetitions with 5-fold cross-validation), allowing us to assess the model’s performance and verify the stability of the selected genes. The most stable genes, those consistently retained across cross-validation iterations, were selected for the final modeling. Figure 4 illustrates the results of the sPLS-DA, highlighting notable differences in each pipeline’s ability to separate biological classes. As expected, the best pipeline, according to the classifier performance, shows a clear separation of the three conditions, with strong discrimination on the two main axes. 

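The sPLS-DA was refitted with mixOmics on coverage as deposited, with 500 genes on each of 2 components. Component 1 explained 11.8% of the variance (jackknife standard error 11.9) and component 2 explained 39.0% (standard error 18.3). Without Low replicate 60, these shares were 23.2% and 25.7%, and without each other rat 9.69% to 13.4% and 32.4% to 42.8%. With 5-fold cross-validation repeated 20 times, the balanced error rate was 28.5% ± 3.10 (SD over 20 repeats, 24 rats). The error was 0.625% for Low, 35% for Control and 50% for High. All 8 Low rats lay apart from the others on component 1, while Control and High rats lay side by side on it. Component 2 separated most rats of these groups. Every Control rat except replicate 51 (score 1.18) scored from 8.12 to 15.7, above the highest High rat at 6.18. Coverage was not scaled for depth here, and in each group the rat with the highest summed coverage scored lowest. These rats were Control replicate 51, Low replicate 60 (score -27.3) and High replicate 66 (score -21.4). How much of this separation is depth was not tested. These scores come from the fit to all 24 rats, while the error rates come from rats left out of the fit. The error rate moved most with the TPM column, to 37.7%, and the share of component 1 moved most with the FPKM column, to 58.3%.

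**Figure D3:**
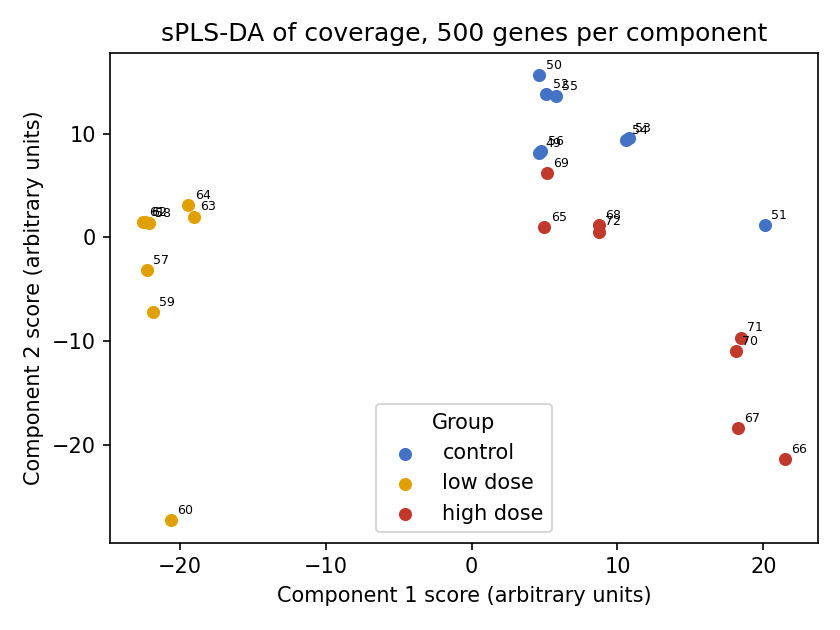
Scores of the 24 libraries on sPLS-DA components 1 and 2, in arbitrary units, coloured by group and labelled by library number. The Low libraries, 57 to 64, lie apart from the others on component 1.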

The best-ranking pipeline according to the precision and accuracy metrics also shows good separation, though with slightly different explained variances. Finally, the pipeline ranked highest according to the reference article presents a less clear separation of classes and a possible presence of outliers, suggesting limited suitability.

**Figure 4:**
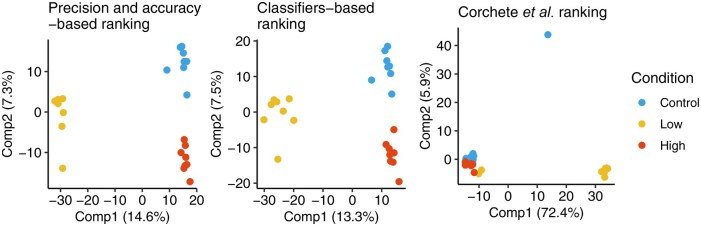
First factorial planes of sPLS-DA performed on the datasets obtained with the top-ranked pipelines according to each of the three different ranking methods. sPLS-DA shows the discrimination of samples based on experimental conditions (Control, High, Low), with the variance explained by the first two latent components indicated on the axes.

##### 4.2.1.2 Functional enrichment analysis

In this section, we investigate whether the multivariate analyses conducted above were able to provide insights into each pipeline’s ability to discriminate biological classes. Indeed, functional enrichment analysis allows us to discuss and interpret the results with biologists from our team. The enrichment analysis was conducted using the enrichGO function, which utilizes Entrez gene identifiers sourced from the org. Rn.eg.db database, an R package providing up-to-date annotations for Rat genes (*Rattus norvegicus*). We thus ensure that our enrichment analysis incorporates the latest available data for this model species. In Fig. 5, we visualize enriched biological processes for stable genes identified in the first principal component (PC1) of the sPLS-DA analysis. This component was of interest since it differentiated the “Low exposure” group of animals from the others. 

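Of the 500 genes on component 1, mean coverage in Low was below that in both other groups for 472 and above both for 28. In the coordinates of the tables, 152 of these genes (30.4%) lie inside another gene on the same strand, against 4.94% of the 16000 genes analysed. The names of 297 of them are those of sequence clones or are blank. In at least 80% of the 100 cross-validation refits, 345 of the genes were selected, and 35.7% of these lie inside another gene on the same strand. The Low tables, the only ones without assembled loci, are those that component 1 sets apart.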

While several GO terms were common across pipelines, further analysis reveals that the classifier-based pipeline captures additional processes crucial for distinguishing the studied conditions. 

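Differentially expressed genes were counted on scaled coverage with limma, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. Between Low and Control, 956 of the genes tested passed, 192 higher and 764 lower in Low. The number higher depends on single rats, from 77 without Low replicate 62 to 322 without Low replicate 61. It also depends on the processing, with 56 higher and 705 lower without scaling. With libraries 56 to 62 as a covariate, 14 were higher and 347 lower, and with FPKM 11948 were higher and 445 lower. Between High and Control, 0 genes passed, against 330 at an unadjusted p under 0.05, and 0 also passed with exact Wilcoxon rank-sum tests (887 unadjusted). Without Control replicate 49, the unadjusted count in limma was 1688, and 0 genes passed. Between Low and High, the test of the difference between both doses, 1828 genes passed, 829 higher and 999 lower in Low. This balance depends on the processing, with 370 higher and 1286 lower under median-of-ratios scaling, 108 and 1262 without scaling, and 31 and 323 with libraries 56 to 62 as a covariate. The count for Low against Control moved most with all identifiers of the tables included, to 55808, since assembled loci are absent from the Low tables. Among genes past the threshold, 11 were higher and 225 lower in every Low rat than in every Control rat, where chance separates 0.0155% of genes, or 2.43 of those tested. LOC103692829 (ENSRNOG00000061320) on chromosome 7, from 29949037 to 29949603, had scaled coverage of 5.19 ± 0.770 (SD, n = 8) in Low and 1.28 ± 0.405 (SD, n = 8) in Control. Its log2 fold change was 1.46 (standard error 0.113, adjusted p = 2.68e-10). Among the 11 genes higher in every Low rat, the other 4 with a symbol and the largest increases were AABR07072916.1, Ddo, LOC100911402 and AABR07054368.1. Their log2 fold changes were 0.96, 0.75, 0.50 and 0.41. AABR07072916.1 lies inside a gene on the opposite strand and was past the threshold neither with a pseudocount of 0.1 nor without the filter. With libraries 56 to 62 as a covariate, AABR07072916.1, Ddo and AABR07054368.1 were not past the threshold. LOC100911402 and AABR07054368.1 were not past it without scaling. AABR07030921.1 (ENSRNOG00000045723) on chromosome 10, from 109519483 to 109519566, had scaled coverage of 0.387 ± 0.0928 (SD, n = 8) in Low and 934 ± 109 (SD, n = 8) in Control. Its log2 fold change was -9.39 (standard error 0.0671, adjusted p = 1.13e-32), and it lies inside another gene on the same strand. AABR07064716.3, AABR07064716.2, AC120071.1 and AABR07071898.1 had log2 fold changes of -9.31, -8.27, -7.58 and -7.27. AABR07064716.2 overlaps another gene, and the other 3 lie inside another gene on the same strand. Of the 23 genes of the qRT-PCR panel, 18 could be tested. In each of the 3 comparisons, 0 of them passed, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Of the reference genes of the qRT-PCR, Actb had a log2 fold change of 0.11 in Low (adjusted p = 0.450) and Hprt1 one of 0.13 (adjusted p = 0.342), and Gapdh was not found by name.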

More precisely, the analysis conducted on data from the top-ranked pipeline for classification revealed that the exposure primarily impacted neuromorphological, inflammatory, cellular, and nuclear processes. These findings were verified in consultation with biologists, who confirmed the interest of these results, noting consistent observations in experiments conducted at the cell level in the laboratory. For instance, chromosome condensation and segregation, as well as dendrite and synapse organization are active processes in neuronal cell homeostasis. These results are particularly relevant, as they suggest that these processes may be key mechanisms in the observed biological response of neuronal cells to tungsten toxicity (Macé *et al.* 2024). 

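The annotation behind the GO terms was not used here, so gene lists for these processes, written from general knowledge, stand in for it. In Low against Control, the 33 tested genes of the chromosome list had a median log2 fold change of 0.10, with 26 higher and 7 lower (camera in limma, adjusted p = 0.180). The 49 tested genes of the dendrite and synapse list had a median of 0.11, with 37 higher and 12 lower (camera, adjusted p = 0.352). In High against Control, the medians were -0.08 for the chromosome list (27 of 33 lower, camera, adjusted p = 0.00936) and -0.09 for the dendrite and synapse list (45 of 49 lower, camera, adjusted p = 0.00105). Under fry, which uses the correlation between genes in these data, 0 of these 4 tests passed, with adjusted p of 0.423, 0.575, 0.423 and 0.442. Without scaling, both High medians reversed, to 0.08 and 0.09. In that fit the median of all genes moved from -0.03 to 0.14. Among the genes of component 1, the chromosome list had 0 of its 29 members analysed, where 0.906 would be drawn by chance (Fisher's exact test, p = 1). The dendrite and synapse list had 1 of its 49, Shank2, where 1.53 would be drawn (Fisher's exact test, p = 1). With so few list genes drawn by chance, these Fisher tests could hardly show a lack of them. From GO terms enriched among the stable genes of component 1, the paper proposes mechanisms that may belong to the response to tungsten. These are chromosome condensation and segregation, with dendrite and synapse organization. It also refers to cell experiments of its laboratory and to an earlier study, which were not examined here.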

The processes revealed by the classifiers method are of particular interest, as chromatin remodeling has been observed in a phenotype of suffering cortical neurons. Thus, the best-ranked classification pipeline provided a comprehensive and relevant perspective, allowing a better understanding of the cellular effects of chemical particle exposure and supporting the establishment of a robust molecular signature for classifying exposure groups.

**Figure 5:**
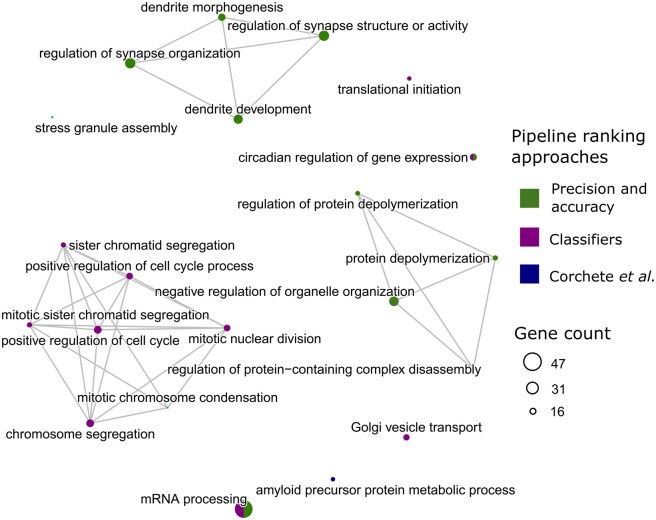
Enriched Gene Ontology-terms network computed on the stable genes identified in Comp1 from sPLS-DA analyses. Nodes represent GO terms for biological pathways, and the thickness of the segments between them indicates the sharing of genes.

#### 4.2.2 Validation of pipeline robustness on independent transcriptomic datasets

According to our results from the first dataset, the rankings obtained from qRT-PCR and from the classifier-based approach were largely consistent. We also found that the pipeline ranked highest by the classifier approach was biologically more informative. For this reason, we evaluated reproducibility on independent datasets, primarily to validate the robustness of the classifier-based ranking strategy. To evaluate the generalizability of our ranking framework, we re-applied the pipeline comparison to independent RNA-Seq datasets published in the literature, where Murat El Houdigui *et al.* (2019) investigate the molecular effects of chronic ionizing radiation exposure in Zebrafish and Zhao *et al.* (2018) examined the effects of MK-801 treatment on gene expression in prefrontal cortex (PFC) of Mice. These databases contain only RNA-seq data reflecting the fact that, in biological research, obtaining both qRT-PCR and RNA-Seq measurements from the same sample is often difficult, especially across different laboratories, which further supports the need for alternative validation approaches. Consequently, the pipeline ranking based on precision and accuracy cannot be computed (since it requires additionnal qRT-PCR data). In contrast, the classifier’s approach can be applied using only RNA-Seq and detailed top-10 ranked pipelines obtained using this approach is presented below in Tables 3 and 4 and Supplementary Material Section 6.

The stability of StringTie and FPKM based configurations across both performance metrics and datasets highlights their reliability for transcript quantification and normalization in RNA-Seq analysis pipelines. Overall, these validations on an independent Murat El Houdigui *et al.* (2019) dataset confirm the reproducibility and transferability of the proposed ranking framework as illustrated in Fig. 6.

**Figure 6:**
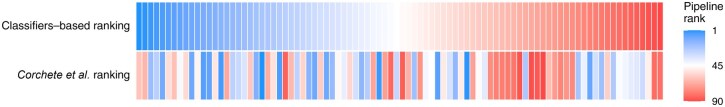
Comparison of bioinformatic pipeline performances on the Zebrafish (*Danio rerio*) transcriptomic datasets across two ranking strategies: (i) a classifier-based ranking combining NMI and F1 score metrics and (ii) the ranking reported by Corchete *et al*. (2020). Ranks are represented as a heatmap (blue = high-performing pipelines). Pipeline names are omitted on the x-axis to prevent visual clutter.

Similarly, the Zhao *et al.* (2018) dataset confirms stability with respect to StringTie, aligning with previous work demonstrating its sensitivity to subtle transcriptional changes (Liu *et al.* 2022). Conclusions about normalization are less straightforward because many pipelines have the same classification rank, see Supplementary Material Section 6. This is probably due to the weak signal and, more importantly, the imbalanced design with few samples. Finally, we noticed that the data depth is much lower than in the other two databases. This last dataset study highlights again that the choice of bioinformatics pipeline must be adapted to the specific properties of each dataset, as illustrated in Fig. 7.

**Figure 7:**
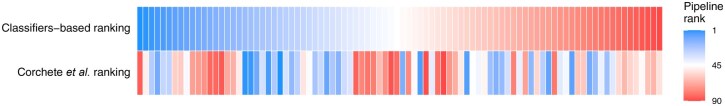
Comparison of bioinformatic pipeline performances on Mice transcriptomic datasets across two ranking strategies: (i) a classifier-based ranking combining NMI and F1 score metrics and (ii) the ranking reported by Corchete *et al*. (2020). Ranks are represented as a heatmap (blue = high-performing pipelines). Pipeline names are omitted on the x-axis to prevent visual clutter.

## 5 Discussion

This study highlights the significant impact of pipeline selection on RNA-Seq data analysis, particularly in contexts characterized by weak transcriptional signals, as in this study for low-dose metallic particle exposure and chronic ionizing radiation effects. By evaluating 90 bioinformatics pipelines using two complementary approaches—correlation with qRT-PCR data and classification performance—we were able to identify optimal configurations that ensure both analysis robustness and biological relevant observation. This finding was confirmed on independent datasets investigating a similar weak signal context.

One of the most consistent findings across our analyses is the superior performance of pipelines that incorporate StringTie for the counting step. 

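Assembled loci held 38.8% to 55.1% of the summed coverage in Control tables and 39.4% to 42.1% in High tables. StringTie numbers these loci separately in each table, so the same identifier in separate tables need not be the same locus. Over all tables there were 192456 identifiers. Reference genes with a coverage of at least 1 numbered 16598 to 17725 in Control (median 16948.5), 15502 to 17328 in Low (median 16152.5) and 16706 to 17957 in High (median 17244.5). Reference genes listed at 0 numbered 11479 to 12379 in Control, 12813 to 14387 in Low and 11323 to 12400 in High.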

StringTie’s ability to accurately assemble transcripts and quantify isoforms proved essential to detecting tenuous expressed genes, which are often difficult to capture in datasets with weak signal fluctuations. This finding underscores the biological relevance of StringTie in environmental exposure studies. StringTie consistently appeared in the top-performing pipelines regardless of the trimming, mapping, or normalization methods used, further reinforcing its utility in RNA-Seq workflows.

Normalization methods also played a critical role in pipeline performance. While TMM normalization has been widely recommended in oncological studies for addressing library composition biases (Robinson and Oshlack 2010), our results revealed that FPKM was better suited to low-dose exposure data as ranks as the most common pipeline within the top 10 across both Rat and Zebrafrish databases.

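With the FPKM column, the F1 score was 0.707 for both the random forest and the linear SVM and 0.314 for the Gaussian SVM. Both the random forest and the linear SVM called all 8 Low rats, 5 of 8 Control rats and 4 of 8 High rats correctly. The Gaussian SVM called 0 of the 16 Control and High rats correctly. With the TPM column, the F1 score was 0.667 for the random forest, 0.302 for the Gaussian SVM and 0.661 for the linear SVM. The TPM column sums to 1000000 in Low tables. In units of 1000000, it sums to 1.698 to 1.98 in Control tables and 1.91 to 1.98 in High tables. Between Low and Control, 12393 of 13816 genes passed the threshold in limma with FPKM, 96.4% of them higher, and the median log2 fold change of all genes was 0.53. With TPM, 3952 genes passed, 80.4% of them higher, and that median was 0.17. FPKM is divided by the number of sequenced bases, which had a median of 5.54 gigabases in Control and 3.63 gigabases in Low. That number may not count the same reads in both kinds of table. Summed reference coverage, in units of 1000000, had medians of 1.95 and 1.81. The rise with FPKM thus cannot be read as a change of expression. TMM needs read counts and was not run.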

Sequencing depth emerged as another key factor influencing the performance of RNA-Seq pipelines. In datasets characterized by weak signals, insufficient sequencing depth can hinder the detection of biologically meaningful changes, even with optimal pipeline configurations (Baccarella *et al.* 2018). Based on our results from the three datasets, we observed that in the Zebrafish dataset—where the sequencing depth is high—the pipelines appear less sensitive to the pipeline combinations in term of classification accuracy. We also noted that NMI and F1-Score metrics produce almost identical rankings in this case (see Table 3).

Our classifier-based ranking approach still particularly useful, even when the sequencing depth is lower, since it can extract meaningful information. Indeed, the study of the Rat database which combines low sequencing depth (20 million reads per sample—chosen primarily for cost-related reasons) and weak signal strength successfully revealed significant biological insights. 

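Limma and the Wilcoxon tests were checked on simulated values with the means and spreads of the 15644 tested genes, for Low against Control. Genes were drawn independently, without differences that libraries share, and depth was not varied. Changes under 1 were not simulated. The values below thus check the tests and do not measure precision at this depth. With 200 genes changed by 1 or 2 on the log2 scale, limma recovered 190 and called 11 others, and exact Wilcoxon rank-sum tests recovered 176 and called 3 others. Replicates of a group correlated across genes with Spearman's rho of 0.93 to 0.99. Mitochondrial genes held 22.1% to 30.0% of the reference coverage in Control, 21.8% to 33.8% in Low and 22.5% to 27.8% in High.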

The results, validated by other cellular analyses (Macé *et al.* 2024) demonstrate that even low-depth sequencing data can yield meaningful and reliable findings when analyzed with tailored pipelines. Furthermore, the proposed classifier-based ranking overcomes the limitations of the precision-accuracy ranking approach which needs a qRT-PCR gold standard database with two major constraints: financial contraints and identified genes which may not overlap with those detected via RNA-Seq.

However, when weak signal is combined with few imbalanced data, the classification reaches its limits and the DGE-based criterion provides additional and complementary information for classifying the pipelines as illustrated in the Mice study.

Our findings offer practical guidance for bioinformaticians and researchers working in similar contexts. First, StringTie should be prioritized as a counting method due to its consistent performance across both correlation and classification-based evaluations. Second, normalization strategies represent a critical aspect to consider, as their choice significantly impacts the robustness of the results; FPKM-based method has shown particular effectiveness in low-dose exposure studies. Finally, pipeline configurations optimized for other research areas should not be directly applied without validation in the specific context of interest. Instead, careful evaluation and adaptation are required to ensure robust and reliable results.

## 6 Conclusion

Facing the complex challenges posed by analyzing the biological effects of environmental low-dose exposure to pollutants, this work underscores the importance of adapting the analytical strategy to the physical constraints intrinsically linked to studies, such as those concerned with the toxicology of environmental exposures. Our findings open several avenues for perspectives in the optimization of highly noisy data, whether they result from insufficient analytical resolution (lack of reading depth), biological characteristics with low levels of fluctuation, or both. First, future work should need to test these pipelines on other datasets to validate this proof of concept across different contexts. Second, exploring alternative bioinformatics approaches, such as transcriptome-focused analyses, pipelines combining genome and transcriptome data, or pseudo-alignment methods, could further enhance the adaptability and precision of pipeline configurations tailored to weak signal detection.

## Supplementary Material

vbag134_Supplementary_Data

## Data Availability

FASTQ Rat dataset and the normalized count matrix obtained by the best pipeline are available at GSE313664. FASTQ and metadata files of the Zebrafish (*Danio rerio*) and Mice RNA-Seq datasets are available at GSE134634 and GSE111708. Code for most routines is available on GitHub: https://github.com/Malekbaroudi/RADPIPEX.

## References

[vbag134-B1] Alonso-Peña M , Espinosa-EscuderoR, HermannsHM et al Impact of liver inflammation on bile acid side chain shortening and amidation. Cells 2022;11:3983. https://www.mdpi.com/2073-4409/11/24/3983.36552746 10.3390/cells11243983PMC9777420

[vbag134-B2] Baccarella A , WilliamsCR, ParrishJZ et al Empirical assessment of the impact of sample number and read depth on RNA-Seq analysis workflow performance. BMC Bioinformatics 2018;19:423. 10.1186/s12859-018-2445-230428853 PMC6234607

[vbag134-B3] Chung M , BrunoVM, RaskoDA et al Best practices on the differential expression analysis of multi-species RNA-Seq. Genome Biol 2021;22:121. 10.1186/s13059-021-02337-833926528 PMC8082843

[vbag134-B4] Conesa A , MadrigalP, TarazonaS et al A survey of best practices for RNA-Seq data analysis. Genome Biol 2016;17:13–9. 10.1186/s13059-016-0881-826813401 PMC4728800

[vbag134-B5] Corchete LA , RojasEA, Alonso-LópezD et al Systematic comparison and assessment of RNA-Seq procedures for gene expression quantitative analysis. Sci Rep 2020;10:19737. 10.1038/s41598-020-76881-x33184454 PMC7665074

[vbag134-B6] Jiang G , ZhengJ-Y, RenS-N et al A comprehensive workflow for optimizing RNA-Seq data analysis. BMC Genomics 2024;25:631. 10.1186/s12864-024-10414-y38914930 PMC11197194

[vbag134-B7] Lê Cao K-A , BoitardS, BesseP. Sparse PLS discriminant analysis: biologically relevant feature selection and graphical displays for multiclass problems. BMC Bioinformatics 2011;12:253–17. 10.1186/1471-2105-12-25321693065 PMC3133555

[vbag134-B8] Liu X , ZhaoJ, XueL et al A comparison of transcriptome analysis methods with reference genome. BMC Genomics 2022;23:232. 10.1186/s12864-022-08465-035337265 PMC8957167

[vbag134-B9] Macé L , BrizaisC, BachelotF et al Exposure to tungsten particles via inhalation triggers early toxicity marker expression in the rat brain. Inhal Toxicol 2024;36:261–74. 10.1080/08958378.2024.234989538836331

[vbag134-B10] Mubeen S , Tom KodamullilA, Hofmann-ApitiusM et al On the influence of several factors on pathway enrichment analysis. Brief Bioinform 2022;23:bbac143. 10.1093/bib/bbac14335453140 PMC9116215

[vbag134-B11] Muir P , LiS, LouS et al The real cost of sequencing: scaling computation to keep pace with data generation. Genome Biol 2016;17:53–9. 10.1186/s13059-016-0917-027009100 PMC4806511

[vbag134-B12] Murat El Houdigui S , Adam-GuillerminC, LoroG et al A systems biology approach reveals neuronal and muscle developmental defects after chronic exposure to ionising radiation in zebrafish—dataset used as input for the present analysis. Sci Rep 2019;9:20241.31882844 10.1038/s41598-019-56590-wPMC6934629

[vbag134-B13] Nookaew I , PapiniM, PornputtapongN et al A comprehensive comparison of RNA-Seq-based transcriptome analysis from reads to differential gene expression and cross-comparison with microarrays: a case study in *Saccharomyces cerevisiae*. Nucleic Acids Res 2012;40:10084–97. 10.1093/nar/gks80422965124 PMC3488244

[vbag134-B14] Rehrauer H , OpitzL, TanG et al Blind spots of quantitative RNA-Seq: the limits for assessing abundance, differential expression, and isoform switching. BMC Bioinformatics 2013;14:370–10. 10.1186/1471-2105-14-37024365034 PMC3879183

[vbag134-B15] Robinson MD , OshlackA. A scaling normalization method for differential expression analysis of RNA-Seq data. Genome Biol 2010;11:R25–9. 10.1186/gb-2010-11-3-r2520196867 PMC2864565

[vbag134-B16] Rohart F , GautierB, SinghAS et al mixOmics: an R package for ’omics feature selection and multiple data integration. PLoS Comput Biol 2017;13:e1005752. https://journals.plos.org/ploscompbiol/article?id=10.1371/journal.pcbi.100575229099853 10.1371/journal.pcbi.1005752PMC5687754

[vbag134-B17] SEQC/MAQC-III Consortium. A comprehensive assessment of RNA-Seq accuracy, reproducibility and information content by the sequencing quality control consortium. Nat Biotechnol 2014;32:903–14.25150838 10.1038/nbt.2957PMC4321899

[vbag134-B18] Seyednasrollah F , LaihoA, EloLL. Comparison of software packages for detecting differential expression in RNA-Seq studies. Brief Bioinform 2015;16:59–70. 10.1093/bib/bbt08624300110 PMC4293378

[vbag134-B19] Simoneau J , DumontierS, GosselinR et al Current RNA-Seq methodology reporting limits reproducibility. Brief Bioinform 2021;22:140–5. 10.1093/bib/bbz12431813948 PMC7820846

[vbag134-B20] Zhao J , LiuX, HuoC et al Abnormalities in prefrontal cortical gene expression profiles relevant to schizophrenia in MK-801-exposed C57BL/6 mice. Neuroscience 2018;390:60–78. 10.1016/j.neuroscience.2018.07.046. https://www.sciencedirect.com/science/article/pii/S0306452218305219.30102956

# Supplementary material for: A dual approach to evaluate the performance of RNA-Seq data analysis pipelines with weak signals
**Source:** Bioinform Adv. 2026 May 9;6(1):vbag134. doi: 10.1093/bioadv/vbag134
**Supplement:** vbag134_Supplementary_Data

This Supplementary Material accompanies the manuscript "*A Dual Approach to Evaluate the Performance of RNA-Seq Data Analysis Pipelines with Weak Signals*"

## **1 Transcriptomic and qRT-PCR data in the preclinical Models**

### **1.1 Rat Model**

#### *1.1.1 Transcriptomic Data*

Total RNA was extracted from frontal cortex tissue using an RNAEasy Kit (Qiagen), and isolation of polyadenylated RNA (mRNA) from total RNA samples was performed with the same kit. RNA-Sequence libraries were prepared with the TruSeq Stranded mRNA Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed at Genewiz Azenta Life Sciences (Leipzig, Germany) on a NovaSeq 6000 machine (Illumina) to generate at least 20 million reads. In this study, the sequencing coverage was limited to 20,000,000 reads per sample due to budgetary constraints, a compromise that, although cost-effective, posed challenges in achieving sufficient data coverage and accurate detection of low expression levels.

#### *1.1.2 qRT-PCR Data*

To assess differential gene expression using Real-Time Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR), biologists selected 23 genes based on their specific biological function and its relevance to low-dose exposure and neurotoxicity processes. The qRT-PCR is a sensitive and precise method used to quantify gene expression by measuring the mRNA levels of target genes. The RNA extracted from the samples is first converted into complementary DNA (cDNA) using reverse transcriptase, then amplified by real-time PCR. This technique provides cycle threshold ( $Ct$ ) values, which reflect the initial amount of mRNA, and is used here to compare the expression levels of the selected genes. The threshold cycle or  $Ct$  of the genes of interest and reference genes (here Gapdh, Hprt and Beta-actin) was used to process the results. 

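The cycle threshold falls as the amount of mRNA rises, so a higher value relative to the housekeeping genes means less mRNA. If the values of Supp Table 7 are on this scale, RNA-Seq expression that follows qRT-PCR gives a negative correlation with them. Across 22 genes, mean log2(coverage + 1) and mean qRT-PCR value had r = -0.780. This argues against values that rise with the amount of mRNA, though genes are not independent replicates. Supp Table 7 names its columns by library number, 49 to 56, which are the Control libraries. Il18 has values for 6 of the 8 libraries, with a mean of 14.2 ± 0.896 (SD, n = 6). Wnt3a has a mean of 8.57 ± 2.33 (SD, n = 8).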

Relative expression was calculated using the  $\Delta Ct$  method by normalizing with respect to the three housekeeping genes as presented in (Macé et al. 2024).

### **1.2 Zebrafish model**

FASTQ and metadata files from an RNA-Seq dataset from samples of zebrafish (*Danio rerio*) were obtained from GSE134634. After downloading and decompressing the datasets, the integrity of the data was checked and quality control was performed with FastQC. In this study, the sequencing coverage was 40,000,000 reads per sample, indicating high data quality.

### **1.3 Mice model**

An RNA-seq dataset from samples of mouse (*Mus musculus*) prefrontal cortices was obtained from GSE111708.

## 2 Pipeline combination details

### 2.1 Quality Control and Trimming

The bioinformatics pipeline begins by trimming raw reads from sequencing, which are stored in FASTQ files. Quality control is first conducted on the raw data using FastQC (Brown et al. 2017), which provides reports on base quality, contaminant presence, and sequence composition biases, helping to identify issues for correction before trimming. We tested three trimming tools to enhance read quality: BBduk, Trimmomatic, and Cutadapt. Each tool offers distinct features. BBduk (Whitham 2021) is optimized for high-speed performance, particularly on systems with large RAM, using k-mers for efficient contaminant and adapter removal and excelling at parallelized tasks. Trimmomatic (Bolger et al. 2014) is slightly slower but highly flexible, with sliding windows for adaptive trimming, though its sequential processing can extend execution times. Cutadapt (Martin 2011) balances speed and precision, is great for specific adapter removal but requires adequate memory for best performance. Post-trimming, each tool produces higher-quality data, yielding shorter, more accurate reads ready for alignment.

### 2.2 Alignment

Cleaned reads obtained for each sample were aligned (or "mapped") to the rat reference genome. In this study, we used STAR (Dobin et al. 2013), HiSat2 (Kim et al. 2015), and TopHat2 (Kim et al. 2013) to perform the alignment. STAR's compacted suffix graph algorithm enables rapid and precise splice junction detection, ideal for high-throughput projects. HiSat2 improves computational efficiency through hierarchical indexing and optimized memory usage, while TopHat2, historically significant for splice junction detection with Bowtie (Langmead et al. 2009), remains useful for certain transcriptome studies. The alignments generate SAM or BAM files, indicating each read's precise position on the reference.

### 2.3 Counting

After aligning reads to the reference, the next step is read counting, which quantifies reads mapped to each gene or transcript to assess gene abundance across samples. In this study, we tested HTSeq (Anders et al. 2015), StringTie (Pertea et al. 2015), and Cufflinks (Trapnell et al. 2010). HTSeq provides robust, simple read counting with 'Union' mode for broad coverage and 'Intersect' mode for high precision. StringTie excels in assembling and quantifying transcripts, especially in complex genomic regions, using a flow network algorithm for efficient transcript reconstruction. Cufflinks, an early tool for transcript quantification, remains useful for comparing new and historical datasets, though often replaced by StringTie in modern applications. This step produces a raw count expression matrix, which requires normalization to correct biases for accurate cross-sample comparisons.

### 2.4 Normalization

The normalization step is essential to adjust count data, eliminating biases from technical variations like sequencing depth. Without normalization, raw counts reflect only the number

of reads aligned to each gene, risking inaccurate sample comparisons. For this study, we tested the following normalization methods: TMM (Robinson and Oshlack 2010), FPKM (Trapnell et al. 2010), TPM (Wagner et al. 2012), and RLE (Anders and Huber 2010). Coverage adjusts counts based on sequencing coverage, while TMM corrects for library composition differences. FPKM and TPM normalize by transcript length and sequencing depth, with TPM preferred for inter-sample comparisons due to its direct comparability. RLE minimizes technical variation by adjusting expression levels relative to the sample median, ensuring that observed differences reflect true biological variations. These methods collectively support accurate, unbiased data interpretation across samples.

### 3 Corchete *et al.*'s Pipeline precision and accuracy analysis

#### 3.1 Precision Analysis

The first metric we used focuses on evaluating the variability of results within the control samples by analyzing a set of  $n$  subjects. For this analysis, we considered the genes expressed in these  $n$  control samples and calculated each gene's coefficient of variation (CoV). For each gene, the CoV, a measure of relative variability, is defined as follows:

$$\text{CoV} = \frac{\text{MAD}}{\text{Median}}$$

where the Median represents the median expression values of the gene for the  $n$  samples, and the MAD (Median Absolute Deviation) is calculated by:

$$\text{MAD} = \text{median}(|X_i - \text{Median}(X)|) \quad \text{for } i \in \{1, 2, \dots, n\}$$

with  $X = \{X_1, \dots, X_n\}$  where  $X_i$  is the expression of the gene in the  $i$ -th sample. This non-parametric method was chosen because it allows for measuring data variability independently of measurement units. For more details on this approach, refer to Corchete *et al.* (Corchete et al. 2020).

For all genes, the CoV was calculated within each pipeline. The median CoV rank for each pipeline was determined, and this value was used as an indicator of pipeline variability (or dispersion). A lower rank index indicates better pipeline stability, meaning lower variability of obtained results. This procedure is graphically illustrated in Figure 3.

#### 3.2 Accuracy Analysis

To assess the performance of the RNA-Seq pipelines, a detailed analysis was performed on  $p$  genes evaluated across  $n$  control samples using correlation. This critical metric determines how well sequencing data aligns with reference methods like qRT-PCR. We calculated the performance of each pipeline based on the expression values of genes obtained by qRT-PCR, a method known for its accuracy and sensitivity. Pearson's correlation coefficient ( $r$ ) was used to measure the association between RNA-Seq and qRT-PCR data. The correlation coefficients  $r$  were calculated using the `corr.test` function from the R package `psych` (Revelle 2015). Once

these coefficients were calculated, a ranking (based on their decreasing order) of each gene according to each pipeline was established.

This ranking allows the prioritization of pipelines based on their accuracy for each specific gene. Then, a median ranking was determined, providing an overall measure of the pipeline’s performance across all analyzed genes. The lower the median rank, the more accurate and reliable the pipeline is deemed. This procedure is graphically illustrated in Figure 3, where pipelines are compared based on their median ranking. Thus, the approach we adopted compares the pipelines according to their consistency with the reference method qRT-PCR. Here again, a lower rank index indicates a better pipeline.

## 4 Proposed Pipeline analysis based on classifiers

In bioinformatics, the most reliable results are often obtained by applying machine learning techniques after feature selection or dimensionality reduction. Following this principle, we retained the 16,000 variables with the highest variance in each dataset. As the study was conducted in a weak-signal setting, a large number of variables were retained. This approach allows us to capture as much information as possible while ensuring that machine learning methods are applied accurately.

### 4.1 Classification Algorithms

#### 4.1.1 *Random Forest*

Random forests (RF) are an ensemble of decision trees (Breiman 2001). The number of trees grown in each forest was fixed to 500, and the number of features randomly selected at each tree node had to be chosen. Several experiments were conducted to optimize this parameter. Optimization was achieved using Leave-One-Out Cross-Validation (LOOCV) (Kohavi 1995). For each pipeline, we compared these performances to identify the best-performing pipelines in terms of classification ability for samples across experimental conditions.

#### 4.1.2 *Support Vector Machines*

We also evaluated the classification ability of bioinformatics pipelines using Support Vector Machines (SVM) with two types of kernels: a linear kernel and a Gaussian kernel (RBF, Radial Basis Function). SVMs are particularly well-suited for binary and multiclass classification problems, where the goal is to find the hyperplane that separates different classes with maximum margin. For each pipeline, SVMs with both linear and Gaussian kernels were evaluated using LOOCV, similar to the method used for random forests.

### 4.2 Classification Metric

Several measures are available to assess classification performance, including sensitivity, specificity, accuracy and Area Under the Curve (AUC). In this study, Normalized Mutual Information (NMI) was chosen as it is the primary metric to evaluate the performance of RNA-Seq pipelines due to its superiority in contexts where relationships between variables are complex (Kachouie

and Shutaywi 2020). Indeed, compared to accuracy, which can be inadequate for evaluating models in contexts where classes are unbalanced, or relationships between variables are nonlinear, NMI provides a more robust and informative measure (Kachouie and Shutaywi 2020). To obtain rankings that are more informed than those based on a single metric, we combined the unsupervised clustering metric NMI, and the F1-score—a supervised classification metric. NMI helps mitigate label-assignment errors that can occur under subtle signal conditions, and combining both metrics strengthens the evaluation by integrating two complementary perspectives.

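NMI measures how far the called groups and the true groups predict each other, and it does not depend on which called group carries which name. A classifier that exchanges the names of Control and High therefore keeps a high NMI while its F1 score falls. In the FPKM column, the Gaussian SVM called 8 of 8 High rats Control and 7 of 8 Control rats High. When the Control and High labels were shuffled among these 16 rats, its NMI was at least as high as with the real labels in 15 of 20 draws. For the linear SVM this was so in 17 of 20 draws for NMI and in 5 of 20 for the F1 score. Normalization by the mean of both entropies gives all 270 pairs of F1 score and NMI of Supp Tables 1 and 2 from some assignment of 24 rats, to within 0.00015, and normalization by their geometric mean gives 254.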

### 4.3 Top Ranking Pipeline Selection

Initially, the ranking was established for each classifier by assigning rank 1 to the one with the highest NMI value. Thus, each classifier (Random Forest, SVM with linear and Gaussian kernel) was evaluated individually based on the NMI metric. The obtained ranks were then summed for each pipeline, allowing the calculation of an overall score. The pipeline with the lowest sum of ranks was designated as the best performing. The same applies to the score F1.

Based on the sum of both ranks metrics, this approach adheres to the principle of fair weighting of classifier performance. It thus makes for a rigorous and balanced evaluation, ensuring that the selected pipelines are distinguished by their stability across the different classifiers. Where the merging of rankings resulted in ties, an additional ranking step was added based on the effect size of differential gene expression (DGE) to break the ties. Although DGE is commonly used as a reference in RNA-Seq data analyses, we deliberately avoided relying on it as a primary ranking strategy. When viewed through the lens of differentially expressed genes, DGE inherently presents two extremes: very few DGEs, which increases the risk of false negatives, or an excessive number of DGEs, which increases the risk of false positives. For this reason, we used DGE only as a secondary criterion, ensuring a more balanced variable selection process.

## 5 Supplementary Figures

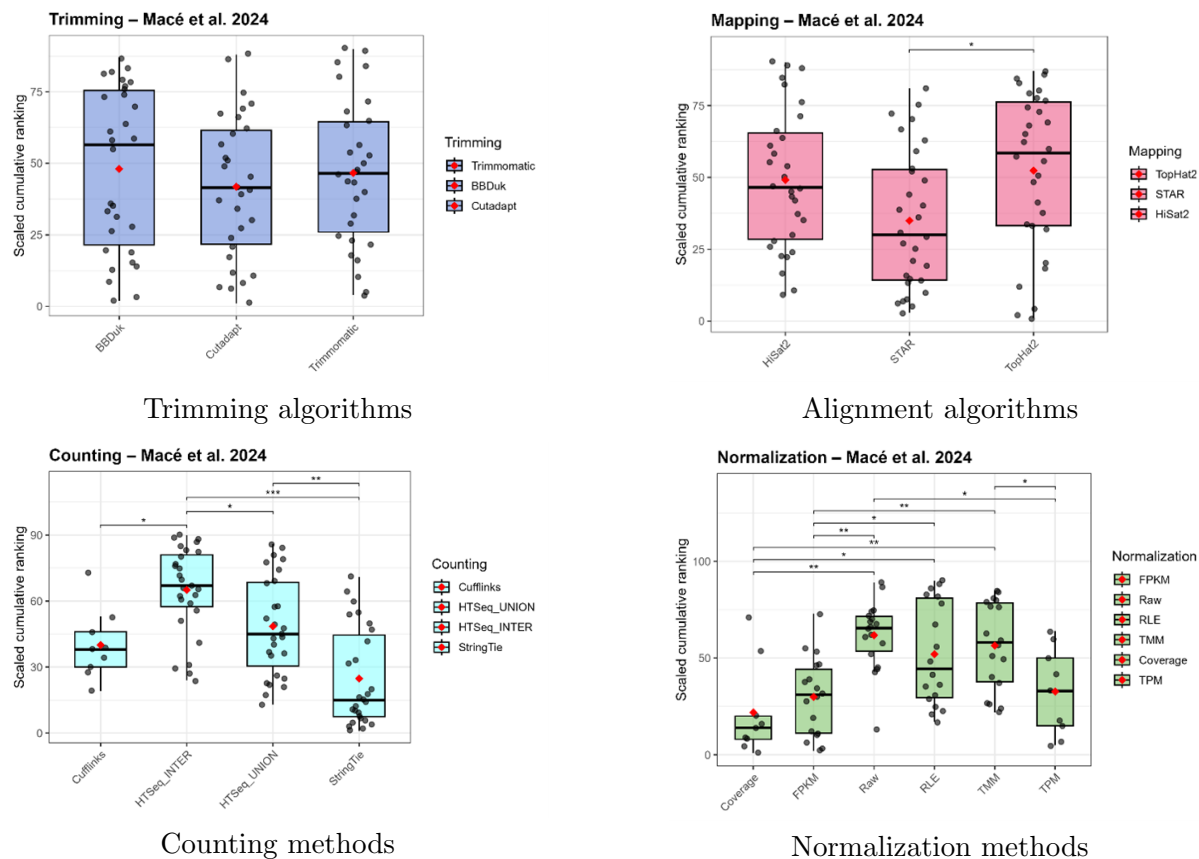

**Supp Fig. 1:** Influence of the algorithms on the RNA-seq raw gene expression quantification. Box-plot analysis of the 90 pipelines grouped by the algorithms used at each step of the procedure: (a) trimming algorithms, (b) alignment algorithms, (c) counting methods, and (d) normalization methods. The red diamond represents the mean of the ranking reached by the pipelines that use the respective method or algorithm. Asterisks indicate the significance of the post-hoc Dunn's test: \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ . Comparisons without an asterisk are statistically insignificant ( $p > 0.05$ ).

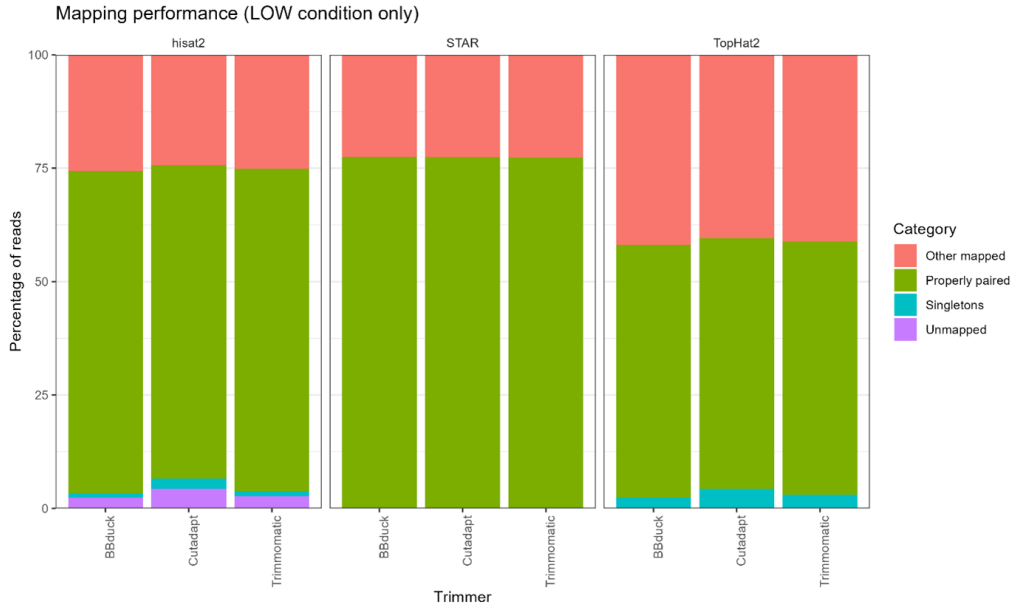

**Supp Fig. 2:** Mapping performance across trimmer–mapper combinations for the LOW-condition samples on the Macé *et al.* dataset. The stacked barplot summarizes the proportions of properly paired reads, singletons, other mapped reads, and unmapped reads obtained for each combination of trimming algorithm (BBduk, Cutadapt, Trimmomatic) and alignment method (HiSat2, STAR, TopHat2). Percentages were computed from SAMtools **flagstat** outputs. This analysis provides a descriptive overview of alignment behaviour across preprocessing choices in the LOW-condition subset.

## 6 Supplementary Tables

**Supp Table 1:** NMI values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Macé *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 2:** F1-score values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Macé *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 3:** NMI values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Murat *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 4:** F1-score values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Murat *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 5:** F1-score values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Zhao *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 6:** NMI-score values for Random Forest (RF), SVM with Gaussian kernel (SVM.G), and SVM with linear kernel (SVM.L) for each pipeline on the Zhao *et al.* dataset.

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

*Continued on next page*

**Supp Table 7:** qRT-PCR expression values for the panel of genes across all samples.

## References

- S. Anders and W. Huber. Differential expression analysis for sequence count data. *Genome Biology*, 11(10):R106, 2010. doi: 10.1038/npre.2010.4282.1.
- S. Anders, P. T. Pyl, and W. Huber. Htseq—a python framework to work with high-throughput sequencing data. *Bioinformatics*, 31(2):166–169, 2015. doi: 10.1093/bioinformatics/btu638.
- A. M. Bolger, M. Lohse, and B. Usadel. Trimmomatic: a flexible trimmer for illumina sequence data. *Bioinformatics*, 30(15):2114–2120, 2014. doi: 10.1093/bioinformatics/btu170.
- L. Breiman. Random forests. *Machine Learning*, 45(1):5–32, 2001. doi: 10.1023/A:1010933404324.
- J. Brown, M. Pirrung, and L. A. McCue. Fqc dashboard: integrates fastqc results into a web-based, interactive, and extensible fastq quality control tool. *Bioinformatics*, 33(19):3137–3139, 2017. doi: 10.1093/bioinformatics/btx373.
- L. A. Corchete, E. A. Rojas, D. Alonso-López, J. De Las Rivas, N. C. Gutiérrez, and F. J. Burguillo. Systematic comparison and assessment of rna-seq procedures for gene expression quantitative analysis. *Scientific Reports*, 10(1):19737, 2020. doi: 10.1038/s41598-020-76881-x.
- A. Dobin et al. Star: ultrafast universal rna-seq aligner. *Bioinformatics*, 29(1):15–21, 2013. doi: 10.1093/bioinformatics/bts635.
- N. N. Kachouie and M. Shutaywi. Weighted mutual information for aggregated kernel clustering. *Entropy*, 22(3), 2020. ISSN 1099-4300. doi: 10.3390/e22030351. URL <https://www.mdpi.com/1099-4300/22/3/351>.
- D. Kim, G. Pertea, C. Trapnell, H. Pimentel, R. Kelley, and S. L. Salzberg. Tophat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biology*, 14(4):R36, 2013. doi: 10.1186/gb-2013-14-4-r36.
- D. Kim, B. Langmead, and S. L. Salzberg. Hisat: a fast spliced aligner with low memory requirements. *Nature Methods*, 12(4):357–360, 2015. doi: 10.1038/nmeth.3317.
- R. Kohavi. A study of cross-validation and bootstrap for accuracy estimation and model selection. In *International Joint Conference on Artificial Intelligence (IJCAI)*, volume 14, pages 1137–1145, 1995. URL <http://robotics.stanford.edu/~ronnyk/>.
- B. Langmead, C. Trapnell, M. Pop, and S. L. Salzberg. Ultrafast and memory-efficient alignment of short dna sequences to the human genome. *Genome Biology*, 10(3):R25, 2009. doi: 10.1186/gb-2009-10-3-r25.
- L. Macé, C. Brizais, F. Bachelot, A. Manoury, S. Thomé, C. Gloaguen, I. Garali, V. Magneron, V. Monceau, A. Sache, F. Voyer, C. Elie, L. Roy, F. Gensdarmes, M. L. B. Dmitry Klovov, and C. Ibanez. Exposure to tungsten particles via inhalation triggers early toxicity marker expression in the rat brain. *Inhalation Toxicology*, 36(4):261–274, 2024. doi: 10.1080/08958378.2024.2349895.

- M. Martin. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, 17(1):10–12, 2011. doi: 10.14806/ej.17.1.200.
- M. Perte, G. M. Perte, C. M. Antonescu, T.-C. Chang, J. T. Mendell, and S. L. Salzberg. Stringtie enables improved reconstruction of a transcriptome from rna-seq reads. *Nature Biotechnology*, 33(3):290–295, 2015. doi: 10.1038/nbt.3122.
- W. Revelle. Package ‘psych’. *The Comprehensive R Archive Network*, 337(338):161–165, 2015. URL <https://cran.rstudio.org/web/packages/psych/psych.pdf>.
- M. D. Robinson and A. Oshlack. A scaling normalization method for differential expression analysis of rna-seq data. *Genome Biology*, 11:1–9, 2010. doi: 10.1186/gb-2010-11-3-r25.
- C. Trapnell, B. A. Williams, G. Perte, A. Mortazavi, G. Kwan, M. J. van Baren, S. L. Salzberg, B. J. Wold, and L. Pachter. Transcript assembly and quantification by rna-seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature Biotechnology*, 28(5):511–515, 2010. doi: 10.1038/nbt.1621.
- G. P. Wagner, K. Kin, and V. J. Lynch. Measurement of mrna abundance using rna-seq data: Rpkms measure is inconsistent among samples. *Theory in Biosciences*, 131(4):281–285, 2012. doi: 10.1007/s12064-012-0162-3.
- J. Whitham. Impact of bbdut metagenomic read trimming and decontamination. Technical report, North Carolina State University, Raleigh, NC (United States), 2021. URL <https://doi.org/10.25982/77705.1341/1779218>.

How the deposited data were processed for this re-analysis (not part of the article)

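RNA-Seq of frontal cortex from 24 rats was analysed, 8 each in the Control, Low and High groups, taken from the sample labels. The authors prepared stranded libraries and deposited the output of their best pipeline. Under the classifier ranking, that pipeline trims with Trimmomatic, aligns with TopHat2 and quantifies with StringTie. Which of the paper's rankings is meant is not given in the sources used here, and under the ranking by precision and accuracy the trimming program is another one. They deposited 1 table per rat, with the coverage of each gene as mean read depth per base, not scaled for depth. The deposited FPKM is scaled by StringTie per kilobase of transcript and by the number of sequenced bases of the rat. The deposited TPM sums to 1000000 in Low tables. In Control and High tables the assembled loci alone sum to 1000000 and the reference genes come on top, so that column is not TPM in the usual sense there. The genome build, the versions and the options of StringTie are not given in the sources used here. Gene names are those of the tables, since the gene table used as reference holds 0 Ensembl identifiers. Of the reference genes, 34 are listed more than once in the first Control table, and such entries were summed.

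The tables hold no read counts. Coverage of the 32883 reference genes was divided by its sum and multiplied by 1000000. Genes with a mean of at least 1 over the 24 rats were kept, and limma 3.58.1 (trend, robust) was run in R 4.3.3 on log2(value + 1) with all 3 groups in 1 fit, two-sided, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Gene lists were tested with camera (preset correlation 0.01) and fry. The lists for chromosome condensation and segregation, dendrite and synapse organization, oligodendrocytes, choroid plexus, blood, striatum and immediate early genes were written from general knowledge.

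The gene lists, the tests, the rule for named genes and the first set of alternatives below were fixed before the data were examined. Named genes are the 23 genes of the qRT-PCR panel and its 3 reference genes, and for each dose against Control the 5 genes with a symbol and the largest increase and the 5 with the largest decrease among those past the threshold whose 8 exposed values do not overlap the 8 Control values. The qRT-PCR values had been seen when the rule was written. Values of 1 gene of the panel are not reported here, while medians and counts over the panel include it.

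Classifiers used coverage as deposited of the 16000 reference genes with the highest variance, randomForest 4.7.1.2 with 500 trees, and e1071 1.7.16 with default cost and scaling, leaving out each rat in turn. NMI was divided by the mean of both entropies. The sPLS-DA used mixOmics 6.26.0 with 2 components of 500 genes, a number the paper's text does not give, and 20 repeats of 5-fold cross-validation, fewer than the paper ran. The correlation with qRT-PCR used exact permutation tests over all pairings, and 100000 permutations across genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

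Limma, the Wilcoxon rank-sum tests, the classifiers, the selection of genes by sPLS-DA and the exact permutation test of the correlation were tested on simulated data with known answers, while camera and fry were not. The first set of alternatives was another pseudocount (0.1), no filter or a minimum mean of 5, no scaling or median-of-ratios scaling, the FPKM and TPM columns, all identifiers of the tables, only the groups compared, exact Wilcoxon rank-sum tests, each rat left out, 2000 features, a larger number of features per node of the random forest, Spearman's rho, log2 values and 50 or 2000 genes per component. Further alternatives were chosen after seeing the data, and the closing section names them. Libraries 56 to 62 were grouped from a pattern in the data and are not a condition. The zebrafish and mouse data, the other pipelines and the GO enrichment were not analysed here.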

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

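All tests of explanations below were chosen after the result they explain was seen; for summed coverage, mitochondrial genes and the striatum list in Low against Control, and for summed coverage in the immediate early genes, what the test would show was written before it was run.

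A single rat lay far from the other 7 of its group in 19 of 122 sets of values, where chance gives about 6.1. Sequenced bases were 7.86 gigabases in Control replicate 51 (others 5.05 to 6.09) and 6.42 gigabases in Low replicate 60 (others 3.34 to 4.44), and summed reference coverage, in units of 1000000, was 2.82 (others 1.67 to 2.03) and 3.07 (others 1.64 to 2.05) in the same rats. Mitochondrial genes held 22.5% of the coverage in High replicate 70, against 25.4% to 27.8% in the others. In Low replicate 60, scaled coverage was 0.184 for AABR07064716.2 (others 0.279 to 0.360) and 0.446 for AC120071.1 (others 0.643 to 0.777). In Control replicate 49, it was 30.9 for Cat (others 37.8 to 43.9) and 0.893 for Tab3 (others 3.87 to 5.56), and the mean log2 value of the dendrite and synapse list was 5.06 (others 5.71 to 6.03). In Low replicate 57, it was 48.0 for Bax (others 35.0 to 40.2), 1.42 for Bcl2 (others 2.52 to 3.44) and 1.24 for Tab3 (others 4.43 to 6.06). The remaining values were 70.6 for Hprt1 in Control replicate 51 (others 87.0 to 96.5), 0.976 for Il6 in Control replicate 52 (others 0 to 0.374), 21.7 for Casp9 in Low replicate 62 (others 15.1 to 18.2), 0.621 for Ccl2 in Low replicate 63 (others 0 to 0.219) and 5.71 for Tnfaip6 in High replicate 65 (others 1.65 to 3.48). No explanation was tested for these single rats, and no biological one is given by the design.

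Control replicate 56 had 159573 assembled loci, against 46334 to 66427 in the other Control rats. From the other 15 libraries with assembled loci, the bases of this library predict 54423 loci, and it had 2.93 times as many, where the others had 0.910 to 1.22 times. This argues against depth as the whole cause. What made this library differ stays open, and no biological explanation was tested.

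The contrast of Low against High tests the difference between both doses, and 1828 genes passed the threshold, against 956 for Low and 0 for High when each was compared with Control (limma, 330 at an unadjusted p under 0.05 for High). Chance can be excluded for both: 1 of 100 splits of the 16 rats, the real one included, gave as many genes for Low against High (the next gave 420) and 1 of 100 for Low against Control (the next gave 15). For Low against Control, summed coverage as a covariate left 902 genes past the threshold, 891 of them among the 956, and scaling without mitochondrial genes gave 1688, including 955 of them. With the mean of the striatum list as a covariate, 986 genes passed, 848 of them shared. These values argue against depth, mitochondrial reads and a different share of striatum as the whole cause. With libraries 56 to 62 as a covariate, 361 genes passed in Low against Control, 337 of them among the 956, and 354 passed in Low against High. Of 100 splits fitted with the same covariate, 1, the real one, gave as many in each contrast (the next gave 126 and 198). This argues against differences shared by those libraries as the whole cause of the 337. For the other 619 genes, the differences of those libraries and an effect of Low cannot be told apart, since 6 of the 7 libraries are Low. Fits with this covariate rest mainly on Low libraries 63 and 64 and Control library 56. Of genes that lie inside another gene on the same strand, 37.2% (222 of 597) were lower in Low, against 3.21% (379 of 11825) of genes that overlap no other gene. Libraries 56 to 62 share a drop of such genes, also in a Control table with assembled loci. With those libraries as a covariate, the shares lower in Low were still 20.3% (121 of 597) and 1.03% (122 of 11825), so the drop they share is not the whole cause. The remainder is consistent with quantification on reference genes only in the Low tables, which may assign reads of a small gene inside a larger one differently. For the 343 genes past the threshold when the fit held only genes without overlap, this kind of quantification and the exposure cannot be told apart, because it was used for all Low tables and no other. Differences shared by libraries 56 to 62 are a further candidate for most of them, since 107 genes passed in that fit with those libraries as a covariate, 99 of them among the 956. An effect of the low dose stays open and untested.

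The 8 immediate early genes (Fos, Fosb, Junb, Egr1, Npas4, Nr4a1, Ier2 and Dusp1) were higher in Low than in High, with a median log2 fold change of 1.06 and 8 of 8 genes in the same direction. Under fry, the adjusted p over 21 tests of 7 lists was 0.0030. The mean of the list was above that of the highest High rat in 6 of 8 Low rats. Against Control, the median was 0.51 in Low (8 of 8 genes higher, exact permutation test of the list mean, unadjusted p = 0.0202) and -0.51 in High (8 of 8 lower, exact permutation test, unadjusted p = 0.0440). Over the same 21 tests, both had an adjusted p of 0.182 under fry, while camera, which presets the correlation between genes, gave 0.0243 for Low and 2.05e-07 for High. The call against Control thus depends on the tool. For Low against High, an exact permutation test of the list mean gave an unadjusted p = 0.000932, which argues against chance differences between animals. Other scalings gave a median of at least 0.86, libraries 56 to 62 as a covariate gave 1.17 and summed coverage as a covariate gave 0.95, so scaling, those libraries and depth are not the whole cause. None of the 8 genes overlaps another gene, but the kind of table remains confounded with Low. The time of day, handling before death and the dose itself may each play a part, and none of them was tested.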

How the results depend on the processing

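The settings with libraries 56 to 62, genes without overlap, summed coverage, mitochondrial genes and the striatum list, and all settings for the immediate early list, were added after the first results were seen, and the other settings were not.

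Genes past the threshold in Low against Control numbered 956, and in Low against High 1828. Both counts stayed within 1.5 times with a pseudocount of 0.1, no filter, no scaling, median-of-ratios scaling, and summed coverage or the striatum list as a covariate. With a minimum mean of 5, which leaves 11824 genes to test, they were 556 and 1192. With all identifiers they were 55808 and 57410, since assembled loci are absent from the Low tables by construction. With FPKM they were 12393 and 12410, and with TPM 3952 and 3927. FPKM is divided by sequenced bases, which may not count the same reads in Low tables. Of the 956, 20.1% were higher in Low. This share was 96.4% with FPKM, 80.4% with TPM, 7.36% without scaling, 10.7% without the filter, 12.5% with only the groups compared, 14.2% with median-of-ratios scaling and 3.88% with libraries 56 to 62 as a covariate. With scaling without mitochondrial genes, 841 of 1688 were higher. For Low against High it was 45.4%, and 22.3% with median-of-ratios scaling, 27.1% without the filter, 7.88% without scaling, where the median of all genes moved from 0.09 to -0.12, 96.0% with FPKM, 76.3% with TPM and 8.76% with libraries 56 to 62 as a covariate. Exact Wilcoxon rank-sum tests gave 372 (350 shared with limma) and 1147. Fitting only the groups compared gave 566 in Low against Control. Libraries 56 to 62 as a covariate gave 361 and 354, genes without overlap 343 and 948 from fewer genes tested, and both together 107 and 92. Scaling without mitochondrial genes gave 1688 in Low against Control. Leaving out each rat gave 676 to 1224 and 1266 to 2676. The number higher in Low against Control, 192, moved by over 1.5 times without replicates 49 (108), 50 (93), 51 (80), 54 (123), 55 (125), 56 (289), 58 (112), 59 (78), 60 (94), 61 (322) and 62 (77). In Low against High, 829 became 1602 without replicate 49, 1340 without 57, 391 without 59, 530 without 60, 1519 without 61, 387 without 62, 534 without 65 and 510 without 67. High against Control stayed at 0 in each setting and with each rat left out (0 to 0, with 1688 at an unadjusted p under 0.05 without replicate 49 and 256 to 430 without each other), except that with all identifiers it was 1, an assembled locus numbered alike in 16 tables that need not be the same locus. Where no construction is named, the cause was not tested.

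For the random forest, all identifiers moved the F1 score to 0.540 and the NMI to 0.625. For the Gaussian SVM, the F1 score moved to 0.302 with TPM, 0.306 with log2 values and 0.311 with all identifiers, and the NMI to 0.883 with FPKM and with all identifiers, 0.584 with TPM and 0.545 with log2 values. For the linear SVM, the F1 score moved to 0.661 with TPM and 0.624 with all identifiers. The sPLS-DA error rate moved to 33.8% with 2000 genes per component, 34.0% with FPKM, 37.7% with TPM, 34.8% with all identifiers and 35.2% with genes without overlap. Component 1 explained 58.3% with FPKM. Component 2 explained 3.07% with FPKM, 5.37% with TPM, 6.11% with all identifiers and 16.6% with log2 values. The cause was not tested.

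The median coefficient of variation was 0.0905 with FPKM and 0.146 over all genes with a median above 0, and 0.0981 to 0.128 with each Control rat left out. The median correlation with qRT-PCR lay between -0.0842 and 0.178 with each rat left out, below 0 without replicates 49 (-0.0511) and 55 (-0.0842). It was also below 0 with FPKM (-0.00837), TPM (-0.0210) and Spearman's rho (-0.0120), within its standard error of 0.204.

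Without scaling, the High medians reversed, to 0.0807 for the chromosome list and 0.0935 for the dendrite and synapse list, below the median of all genes in that setting, 0.14. Without the filter, the dendrite and synapse list in Low had a median of 0.10 and passed in camera, where fry did not. The immediate early list fell below the threshold in Low with the striatum list as a covariate, at 0.46, and in High without scaling, at -0.34, and with summed coverage as a covariate, at -0.45, by an unadjusted fry test. The cause was not tested. The named genes kept direction and threshold in 86 settings and lost the threshold in 9. No paired analysis was possible because the labels give no shared replicate numbers. Without read counts, depth limits cannot be set per gene.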

Differences from the paper's values

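None of the settings compared here was chosen after the result was seen, and all were set before the data were examined. Values are called different here when they differ by more than the jackknife standard error and one is more than 1.5 times the other. For the classifiers, that error omits variation from training.

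The paper's classifier values in this section are those of its pipelines with Trimmomatic, TopHat2 and StringTie. The deposited values may come from another of its pipelines, so a difference need not be a failure to reproduce. For coverage, the F1 score of the Gaussian SVM was 0.420 and the paper's is 0.9582. Each of the 5 other settings (FPKM, TPM, log2 values, all identifiers and 2000 features) differs as well. Its NMI was 0.139 and the paper's is 0.883. With FPKM and with all identifiers it was 0.883, the same number as the paper's, while TPM, log2 values and 2000 features differ. The same number is not the same result: with FPKM, 8 of 24 rats were called correctly here, where the paper's F1 score and NMI for coverage imply 23, and the paper's own NMI for FPKM is 0.712. The F1 score of the linear SVM was 0.756 and the paper's is 0.4074, and the same 5 settings differ. Its NMI was 0.504 and the paper's is 0.8181. Log2 values differ as well. FPKM, TPM, all identifiers and 2000 features stay within 1.5 times of the paper's value, though each lies below it by more than its standard error.

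For FPKM, the F1 score of the Gaussian SVM was 0.314 and the paper's is 0.8745, and that of the linear SVM was 0.707 and the paper's is 0.4074. For TPM, the F1 score of the Gaussian SVM was 0.302 and the paper's is 0.7155, and that of the linear SVM was 0.661 and the paper's is 0.4386. No other settings were run for these columns. The F1 score of the random forest for coverage was 0.658 and the paper's is 0.8333, within 1.5 times but further apart than the standard error of 0.0955, and with all identifiers it does differ (0.540). It called 16 rats correctly here, where the paper's values imply 20.

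Component 2 of the sPLS-DA explained 39.0% of the variance, and the paper's value is about 7.5% in Fig. 4, read by eye. TPM (5.37%), all identifiers (6.11%) and log2 values (16.6%) do not differ, while FPKM and both other numbers of genes do. Component 1 does not differ in the reported setting, but it does with FPKM, TPM and all identifiers.

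In the paper's tables for coverage, the Gaussian SVM has the highest F1 score of the 3 classifiers, and here the linear SVM has. The paper describes a clear separation of the 3 conditions by its best classifier pipeline. Here the scores of the fit set Low apart on component 1. On component 2, every Control rat except replicate 51 lay above every High rat, so the scores separated most rats of these groups as well. On that component the deepest rat of each group scored lowest, and how much of the separation is depth was not tested. In cross-validation, the error was 0.625% for Low, 35% for Control and 50% for High.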

Other observations

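All tests of explanations in this part were chosen only after the result was seen.

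Libraries 56 to 62, the last Control rat and 6 of the 8 Low rats, share differences from the other libraries that the paper does not report. Across 15644 genes, the differences of Control library 56 from the other Control rats correlated at r = 0.849 with those of libraries 57 to 62 from Low libraries 63 and 64. With each other Control rat in place of library 56, r was -0.100 to 0.0533. Genes are not independent replicates. The value for library 56, a Control, argues against exposure to the low dose as the cause. The summed coverage of mitochondrial tRNA genes on the minus strand was 10037 to 19517 in these 7 libraries and 155 to 362 in the other 17. On the plus strand, it was 1036 to 2149 in the 7 and 2390 to 7067 in the 17, a drop that reads counted on both strands would not bring by itself. Of genes inside a gene on the opposite strand, 6.78% (29 of 428) were at least 2-fold higher in both comparisons. Of genes without overlap, 0.355% (42 of 11825) were. Reads counted on both strands could thus be part of the cause. Yet 4.67% (20 of 428) of the opposite-strand genes were at least 2-fold lower in both, against 1.80% of genes without overlap. Reads counted on both strands would not by themselves lower these genes. Of genes inside a gene on the same strand, 30.5% (182 of 597) were at least 2-fold lower in both. A wrong label of library 56 would not explain the pattern, since Low libraries 63 and 64 had 194 and 187 on the minus strand. What the 7 libraries share stays open. The labels give no sequencing or library batch.

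In High against Control, 0 genes passed the threshold in limma (330 at an unadjusted p under 0.05) and 0 with exact Wilcoxon rank-sum tests (887 unadjusted). Any split gives at least 0 genes, so that 100 of 100 splits of these 16 rats did so says nothing about chance. The largest count among them was 173.

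Of the genes on component 1 of the sPLS-DA, 30.4% lie inside another gene on the same strand, against 4.94% of those analysed, which is consistent with part of the separation of Low coming from quantification on reference genes only. The drop of such genes that libraries 56 to 62 share may contribute as well, and was not separated from it on this component.

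With the FPKM column, the Gaussian SVM had an NMI of 0.883 and an F1 score of 0.314. With the Control and High labels shuffled, 15 of 20 draws had an NMI at least as high (median 0.883, lowest 0.490). A candidate explanation is that leaving out a rat leaves its group the smaller one, so that the call goes to the other group whatever the expression.

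The other gene lists gave these median log2 fold changes, with no list past an adjusted p of 0.05 under fry over 21 tests. In Low against Control they were 0.11 for oligodendrocytes (7 genes), -0.14 for choroid plexus (2 genes), -0.26 for blood (5 genes) and -0.60 for striatum (6 genes). In High against Control they were -0.14, -0.19, -0.09 and -0.31. In Low against High they were 0.24, 0.05, -0.20 and -0.23. With libraries 56 to 62 as a covariate, the blood list moved to -0.87 in Low against Control and -0.94 in Low against High. In each, 5 of 5 genes were lower and past the threshold adjusted over the list alone, so this call depends on the covariate. It rests mainly on Low libraries 63 and 64 and Control library 56, with mean log2 values of 5.03, 4.84 and 6.63. Library 56 had the highest value in Control (range 5.50 to 6.63).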
